# A Two-tiered compensatory response to loss of DNA repair modulates aging and stress response pathways

**DOI:** 10.18632/aging.100127

**Published:** 2010-03-29

**Authors:** Øyvind Fensgård, Henok Kassahun, Izabela Bombik, Torbjørn Rognes, Jessica Margareta Lindvall, Hilde Nilsen

**Keywords:** DNA repair, Caenorhabditis elegans, aging, gene expression profiling, Base Excision Repair, Nucleotide Excision Repair

## Abstract

Activation of oxidative stress-responses and downregulation of insulin-like signaling (ILS) is seen in Nucleotide Excision Repair (NER) deficient segmental progeroid mice. Evidence suggests that this is a survival response to persistent transcription-blocking DNA damage, although the relevant lesions have not been identified.  Here we show that loss of NTH-1, the only Base Excision Repair (BER) enzyme known to initiate repair of oxidative DNA damage inC. elegans, restores normal lifespan of the short-lived NER deficient xpa-1 mutant. Loss of NTH-1 leads to oxidative stress and global expression profile changes that involve upregulation of genes responding to endogenous stress and downregulation of ILS.  A similar, but more extensive, transcriptomic shift is observed in the xpa-1 mutant whereas loss of both NTH-1 and XPA-1 elicits a different profile with downregulation of Aurora-B and Polo-like kinase 1 signaling networks as well as DNA repair and DNA damage response genes. The restoration of normal lifespan and absence oxidative stress responses in nth-1;xpa-1 indicate that BER contributes to generate transcription blocking lesions from oxidative DNA damage.  Hence, our data strongly suggests that the DNA lesions relevant for aging are repair intermediates resulting from aberrant or attempted processing by BER of lesions normally repaired by NER.

## Introduction

The Base excision repair (BER) pathway is the main mechanism for removal of endogenously generated DNA base damage [1]. BER is initiated by DNA glycosylases that recognise and excise groups of related lesions [2]. There are at least 12 different mammalian DNA glycosylases, of which at least 7 have overlapping specificities towards oxidative DNA damage [3,4]. *Caenorhabditis elegans* (*C. elegans*) is a multicellular animal that encodes only two DNA-glycosylases: UNG-1 [5,6] and NTH-1 [7]. *C. elegans* is therefore an attractive system in which to study consequences of BER-deficiency in animals. Furthermore, the strong genetic and mechanistic correlation between stress resistance and longevity in *C. elegans* [8], allows us to probe the contribution of DNA damage, in particular oxidative DNA damage, and its repair to phenotypes associated with oxidative stress in large populations over the entire lifespan.

*C. elegans* NTH-1, a homolog of *E. coli nth*, was recently shown to have activity against oxidized pyrimidines [7]. A deletion mutant lacking exons 2 through 4, *nth-1(ok724),* is expected to be a null mutant and has elevated mutant rate [9] but no hypersensitivity to oxidizing agents [7]. The absence of a DNA-glycosylase with specificity towards oxidized purines in *C. elegans* is puzzling. Although *C. elegans* NTH-1 appears to have a weak ability to excise one of the major purine oxidation products (8-hydroxyguanine) [7], it seems likely that other DNA repair pathways such as Nucleotide Excision Repair (NER) might contribute to repair of oxidised purines in *C. elegans* as has been shown *in vitro* [10] and in *vivo* in *Saccharomyces cerevisiae* [11]. Genetic studies in *S. cerevisiae* show that NER is the preferred repair pathway for oxidative DNA damage in the absence of BER [12]. The NER pathway is highly conserved and orthologs of the core NER proteins are present in *C. elegans* [13]. XPA is required for formation of the preincision complex [14]. *C. elegansxpa-1* mutants are UV-sensitive [15,16] and the *xpa-1 (ok698)* mutant has reduced capacity to repair UV-induced DNA damage [13,17].

Expression profiling in NER-defective mice has revealed gene expression changes associated with segmental progeroid phenotypes [18-20]. For example, the NER-defective *Csbm/m/Xpa^-/-^* mice show suppression of signaling through the growth hormone (GH)/insulin growth factor 1 (IGF1) pathways and increased antioxidant responses. Similar changes could be induced in wild type mice through chronic administration of a reactive oxygen species (ROS) - inducing agent, suggesting that the transcriptional responses result from defects in transcription-coupled repair of oxidative DNA damage [21].

Although ROS are believed to be a main contributor to the stochastic endogenous DNA damage accumulating with increase age, and BER is the preferred pathway for repair of oxidative DNA damage, similar expression profiling has not been performed in BER defective animals. However, studies in *S. cerevisiae* suggest that mutants in BER as well as NER show global expression profile changes originating from unrepaired oxidative DNA damage after treatment with oxidizing agents [22,23].

Mutants in DNA glycosylases generally show very mild phenotypes, which has been attributed to the existence of backup enzymes with overlapping substrate specificities. Here we show that compensatory transcriptional responses contribute to maintain wild type phenotypes including lifespan, in the presence of endogenous oxidative stress in DNA repair mutants.

## Results

The transcriptional signatures of mixed populations of wild type N2 as well as *nth-1*, *xpa-1*, and *nth-1;xpa-1* mutants were measured using Affymetrix GeneChip *C.elegans* Genome Arrays in well fed animals cultured on plates to avoid stressful growth conditions.

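RNA from mixed-stage populations of 4 strains was hybridized to arrays that carry 22625 probe sets. The deposited table holds 9 arrays: 2 of N2, 3 of nth-1, 2 of xpa-1 and 2 of nth-1;xpa-1, while the methods state 3 replicates per strain. The methods give 30 plates per replicate, so the replicates are read here as separate cultures. The authors normalized the arrays in dChip by an invariant set and computed model-based expression from the perfect-match probes, and the values are deposited on the log2 scale. From these values, differences between strains were tested with limma in 1 fit of all 9 arrays, over the 22548 probe sets that are not controls, with Benjamini-Hochberg adjustment and a threshold of 0.05. Folds were computed as the ratio of the arithmetic means of the unlogged values, at the study's threshold of 1.8. Gene lists were tested with limma's camera, at a preset correlation between genes of 0.01 and at a correlation estimated from the arrays. The xpa-1 transcript was 10.57 ± 0.01 (log2, SD, n = 2 arrays) in N2, 6.12 ± 0.66 (SD, n = 2) in xpa-1 and 5.90 ± 0.18 (SD, n = 2) in nth-1;xpa-1. These are log2 differences of -4.45 (standard error 0.30, adjusted p = 0.00019 from limma) and -4.67 (standard error 0.30, adjusted p = 0.00026). In nth-1 the xpa-1 transcript differed from N2 by -0.06 (adjusted p = 0.92). The nth-1 transcript differed from N2 by 0.05 (standard error 0.24, adjusted p = 0.92) in nth-1, but the files do not say where its probes lie relative to the deletion, so this value checks nothing. The hybridization control BioC divides the arrays into 2 batches. It was 9.63 to 10.04 (log2) in 5 arrays, both of N2, both of nth-1;xpa-1 and xpa-1 replicate 1, and 8.20 to 8.29 in the 3 arrays of nth-1 and xpa-1 replicate 2. The log2 ratio of 3' to 5' control probe sets, a sign of RNA quality, was higher in the 5 arrays for actin (1.8 to 2.1, against 1.37 to 1.76) and ubiquitin (0.83 to 1.18, against 0.65 to 0.81), while for Gapdh (2.34 to 2.91, against 1.84 to 2.54) and catalase (4.34 to 4.66, against 4.39 to 4.6) the ranges overlap, so RNA quality is not separated from the batch. The comparison of nth-1 with N2 is therefore tied to the batch except through the xpa-1 arrays, and values with the batch as a block are given beside the results. This block is estimated from the 2 xpa-1 arrays alone. For xpa-1 against N2 it leaves the value of xpa-1 replicate 1, as leaving out xpa-1 replicate 2 does, so these are not separate checks. Every nth-1 value under the block is shifted by the difference between xpa-1 replicates 1 and 2, whatever its cause. Within nth-1, replicate 3 correlated with replicates 1 and 2 at r = 0.950 and 0.952 across probe sets, against 0.991 between these. Every comparison with N2 has its 2 arrays, and the number of arrays limits the precision throughout.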

### Oxidative stress response and reduced insulin/IGF-1 signaling in *nth-1(ok724)*

Since DNA damage responses often show small changes on the transcriptional level [24], we analysed the gene expression signatures using a fold-change cut-off criterion ≥1.8. 

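Genes of fat use were among those that rose in nth-1. The lysosomal lipase gene lipl-3 was 11.17 ± 0.19 (log2, SD, n = 3) in nth-1 and 7.91 ± 0.14 (SD, n = 2) in N2, a rise of 3.26 (standard error 0.23, adjusted p = 0.00017 from limma). The acyl-CoA synthetase gene acs-2, which responds to fasting, rose by 2.40 (standard error 0.17, adjusted p = 2e-04), and icl-1, which encodes the glyoxylate cycle enzyme, by 1.77 (standard error 0.29, adjusted p = 0.0083). Of 36 genes of fasting and lipid metabolism, 9 rose, 3 fell and 24 did not pass the test (9 and 4 when adjusted over the list alone). Among those that fell were lipl-2, by 1.77 (adjusted p = 0.00063 from limma), and cpt-4, at 7.06, 6.93 and 7 in the nth-1 arrays against 9.18 and 9.29 in N2. The median of this list was 0.22 (camera adjusted p = 0.002, adjusted p = 0.63 with an estimated correlation), and with the batch as a block it was -0.15, with 2 up and 3 down (camera adjusted p = 0.64). The chloride channel gene best-1 rose by 3.93 (standard error 0.39, adjusted p = 0.00094) and the protease gene cpr-8 by 3.67 (standard error 0.39, adjusted p = 0.0013). At a ratio of at least 1.8, 1015 probe sets were higher and 1029 lower in nth-1 than in N2, 2044 in all. Without nth-1 replicate 3 these ratios gave 896 higher and 1653 lower. With limma, 690 probe sets rose and 1574 fell, 2264 in all. That total was 232 without N2 replicate 1, 248 without N2 replicate 2, 1249 without nth-1 replicate 1, 1342 and 1340 without nth-1;xpa-1 replicates 1 and 2, and 6061 without nth-1 replicate 3. With the batch as a block, 26 rose and 71 fell, and lipl-3 (2.72, adjusted p = 0.042) and acs-2 (2.11, adjusted p = 0.048) still passed, while icl-1 (0.78, adjusted p = 0.54), best-1 (4.08, adjusted p = 0.10) and cpr-8 (2.63, adjusted p = 0.18) did not. The call of icl-1 also ended without N2 replicate 1 (adjusted p = 0.099).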

We found a high number of differentially expressed transcripts between the N2 reference strain and the *nth-1* mutant considering the unstressed conditions of the animals: 2074 probe sets were differentially expressed ≥1.8 fold (Supplementary Table 1). 

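Probe sets at 4-fold or more in nth-1 numbered 181, of which 97 were higher and 84 lower than in N2. Without nth-1 replicate 3 the balance turned, with 63 higher and 155 lower. The C-type lectin gene clec-52, of a family that takes part in antimicrobial defence, fell by 6.38 on the log2 scale (standard error 0.25, n = 3 and 2 arrays, adjusted p = 1.7e-05 from limma). It was 5.77 ± 0.45 (SD) in nth-1 and 12.16 ± 0.13 (SD) in N2. The uncharacterized genes C23G10.11 and T22F3.11 rose by 5.26 (standard error 0.47, adjusted p = 0.00054) and 5.12 (standard error 0.44, adjusted p = 0.00049). Fitted with the batch as a block, clec-52 (-6.41, adjusted p = 0.011) and T22F3.11 (3.48, adjusted p = 0.045) passed the test and C23G10.11 did not (5.10, adjusted p = 0.097).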

The low number of transcripts regulated ≥4-fold (185 probe sets) suggests that there is a focused transcriptomic response to loss of the NTH-1 enzyme.

Gene ontology (GO) enrichment analysis revealed that genes involved in determining adult lifespan (*p< 0.007*) were enriched among the regulated genes in the *nth-1* mutant (Figure 1). Of these, 17 are known to act through the insulin/IGF-1 signaling (ILS) pathway. Reduced signaling through the canonical ILS pathway leads to nuclear localisation of the FOXO transcription factor DAF-16 [25]. A total of 84 genes previously identified as downstream targets of DAF-16 (*dod*) [26,27], were differentially regulated in *nth-1*, of which 67 were not assigned to the aging cluster based on present GO annotation. However, some confirmed targets of DAF-16 (e.g. *hsf-1, hsp-90, hsp-70*) were not differentially regulated, and there was no significant overlap between our dataset and the previously reported *daf-16* dataset [27] (data not shown). Moreover *dao-6*, which is positively regulated by DAF-16 and negatively regulated by DAF-2, was downregulated by 7.7-fold. Thus, the transcriptional changes in the *nth-1* mutant appear not to be dominated by DAF-16. 

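Among the genes named dod for lying downstream of DAF-16, dod-3 fell in nth-1 by 1.03 on the log2 scale (standard error 0.14, n = 3 and 2 arrays, adjusted p = 0.0037 from limma) and dod-6 by 1.92 (standard error 0.37, adjusted p = 0.015). These were 2 of the 9 dod genes with a probe set of their own, and the other 7 did not pass the test (3 fell when adjusted over the list alone). Their median was -0.15 (camera adjusted p = 0.61). Of 18 kinases and factors of insulin/IGF-1 signaling, limma called 0 up and 0 down in nth-1, with 1 up and 2 down at an unadjusted p under 0.05. The median of these 18 was -0.11 (camera adjusted p = 0.76). Without either N2 array the calls of dod-3 and dod-6 ended (highest adjusted p 0.062 and 0.13), and 0 of the 9 passed with the batch as a block, where dod-3 was at -0.84 (adjusted p = 0.29), dod-6 at -2.11 (adjusted p = 0.36) and their median was 0.17.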

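The heat shock factor gene hsf-1 was 7.71 ± 0.12 (log2, SD, n = 3) in nth-1 and 7.33 ± 0.17 (SD, n = 2) in N2, a difference of 0.38 (standard error 0.15, adjusted p = 0.15 from limma). The chaperone gene hsp-90 differed by 0.15 (standard error 0.07, adjusted p = 0.24), and hsp-70 by -1.14 (standard error 0.81, adjusted p = 0.40). Of 22 cytosolic and mitochondrial chaperone genes in nth-1, 1 rose and 21 did not pass the test (1 when adjusted over the list alone). Their median was 0.17 (camera adjusted p = 0.0076, adjusted p = 0.62 with an estimated correlation, and 0.051 at the preset correlation without nth-1 replicate 3). In the fit with batch as a block, limma called 0 of these genes, with 1 up at an unadjusted p under 0.05, and the median was 0.02 (camera adjusted p = 0.14). Without nth-1 replicate 3, the difference of hsp-70 was -2.17 (adjusted p = 0.00022).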

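The 3 nth-1 arrays differed widely in dao-6, named for its overexpression in dauer larvae and aging adults. Its log2 values were 5.24, 6.21 and 9.80 in nth-1 replicates 1 to 3, against 11.38 and 11.29 in N2. The difference from N2 was -4.25 (standard error 1.07, adjusted p = 0.04 from limma), and the ratio of arithmetic means was -7.73 as a signed fold. In xpa-1 dao-6 fell by 5.54 (standard error 1.17, adjusted p = 0.022), and in nth-1;xpa-1 it differed from N2 by 0.73 (adjusted p = 0.74). The call in nth-1 ended when any array other than nth-1 replicate 3 was left out (highest adjusted p 0.22, without N2 replicate 1), and without nth-1 replicate 3 the difference was -5.61 (adjusted p = 5e-06). A fit with the batch as a block gave -4.76 (adjusted p = 0.50), and -5.79 in xpa-1 (adjusted p = 0.095).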

The downregulation of *ins-1* and *ins-7* (2.17 and 3-fold, respectively), two DAF-2 agonists whose expression are repressed by DAF-16, likely reflects negative feedback inhibition of ILS rather than sensory neuronal input to the ILS pathway.

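The insulin-like peptide gene ins-1 fell in nth-1 by 1.16 on the log2 scale (standard error 0.24, n = 3 and 2 arrays, adjusted p = 0.019 from limma), a signed fold of -2.17. The difference of ins-7, which encodes another ligand of the DAF-2 receptor, was -1.96 (standard error 0.56, adjusted p = 0.062), a signed fold of -3. Of 24 insulin-like peptide genes, 3 fell in nth-1 and 21 did not pass the test (4 fell when adjusted over the list alone). Over the 24 genes the median was -0.31 (camera adjusted p = 0.02, adjusted p = 0.62 with an estimated correlation). The call of ins-1 ended without either N2 array or without nth-1 replicate 1 or 2 (highest adjusted p 0.16, without N2 replicate 2). Without nth-1 replicate 3 the difference of ins-7 was -2.67 (adjusted p = 9.7e-06), while with the batch as a block ins-1 was at -1.20 (adjusted p = 0.41) and the camera adjusted p of the list at 0.19.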

Previous genetic and genomic studies have demonstrated that there is a close interconnection between the ILS and stress-response pathways in *C. elegans* [8,28]. This is reflected in the*nth-1* dataset: The genes in the aging cluster, as well as individual genes regulated more than 4-fold (Supplementary Table 1), indicate that oxidative stress responses are activated. 

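For the mitochondrial superoxide dismutase gene sod-3, nth-1 replicate 3 stood apart from the other two arrays. Its log2 values were 7.90, 8.18 and 9.94 in nth-1 replicates 1 to 3 and 8.18 and 7.99 in N2. The difference was 0.59 (standard error 0.51, adjusted p = 0.50 from limma), and the ratio of arithmetic means was 1.85. Without nth-1 replicate 3 the difference of sod-3 was -0.04 (adjusted p = 0.85).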

SOD-3 is a mitochondrial Mn-containing superoxide dismutase [29] and increased expression of *sod-3* has been reported in response to oxidative stress [30]. *sod-3* is a target of DAF-16, and the well established inverse regulation between *ins-7* and *sod-3* [31] is observed in *nth-1* (-3 and 1.84-fold, respectively). Activation of an oxidative stress response in *nth-1* is further suggested by the upregulation of *gst-4 *(2.31-fold), a regulator of SKN-1 which is a transcription factor mediating transcriptional responses to oxidative stress [32]. 

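The glutathione S-transferase gene gst-4, whose product detoxifies electrophiles, rose in nth-1 by 1.20 on the log2 scale (standard error 0.16, n = 3 and 2 arrays, adjusted p = 0.0041 from limma), a ratio of 2.31. The glutathione peroxidase gene gpx-6 fell by 1.42 (standard error 0.30, adjusted p = 0.021). Of 43 antioxidant and glutathione enzyme genes in nth-1, 5 rose, 7 fell and 31 did not pass the test (5 and 7 when adjusted over the list alone). The camera adjusted p of the list was 0.76. Leaving out either N2 array ended the call of gst-4 (highest adjusted p 0.067, without N2 replicate 1), and with the batch as a block its rise was 1.22 (adjusted p = 0.22) and limma called 0 of the 43 genes, with 3 up and 5 down at an unadjusted p under 0.05. The call of gpx-6 ended without either N2 array or nth-1 replicate 1 or 2 (highest adjusted p 0.17), and under the block it was at -1.28 (adjusted p = 0.50). The paper takes the rise of gst-4 as a further sign of an oxidative stress response in nth-1. Its other evidence is the aging cluster, genes changed more than 4-fold, the inverse changes of ins-7 and sod-3, and a gst-4 reporter after RNAi.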

Regulation of steroid signaling and stress responses are also reflected in the second GO enriched cluster, proteolysis (*p < 0.01*) (Figure 1).

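Of 33 genes of subunits of the proteasome, which degrades ubiquitinated proteins, 4 rose in nth-1 and 29 did not pass the test (10 rose when adjusted over the list alone), with a median of 0.37 (camera adjusted p = 5.6e-10, adjusted p = 0.62 with an estimated correlation). The ATPase subunit gene rpt-4 rose by 0.49 (standard error 0.11, adjusted p = 0.032 from limma). Of 310 genes of F-box proteins, which select substrates for ubiquitin ligases, 4 rose, 39 fell and 267 did not pass (4 and 49 when adjusted over the list alone), with a median of -0.25 (camera adjusted p = 0.0052, adjusted p = 0.62 with an estimated correlation). Of 25 intestinal protease genes, 3 rose and 7 fell (camera adjusted p = 0.36), and the adjusted counts over the list alone were the same. Of 33 astacin protease genes, 2 rose and 4 fell (2 and 6 when adjusted over the list alone, camera adjusted p = 0.34). Taking the batch as a block, limma called 0 proteasome subunits, with 1 up at an unadjusted p under 0.05, and their median was 0.24 (camera adjusted p = 0.0012, adjusted p = 0.94 with an estimated correlation). Under this block limma called 0 F-box genes, with 11 up and 25 down at an unadjusted p under 0.05 (median -0.11, camera adjusted p = 0.95), while 2 intestinal protease genes fell (median -0.63, camera adjusted p = 0.0012, adjusted p = 0.94 with an estimated correlation) and 1 astacin gene fell (camera adjusted p = 0.67). The call of rpt-4 ended without either N2 array, nth-1 replicate 1 or either nth-1;xpa-1 array (highest adjusted p 0.23), and under the block it was at 0.44 (adjusted p = 0.55). GO annotation was not used here.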

**Figure 1.**
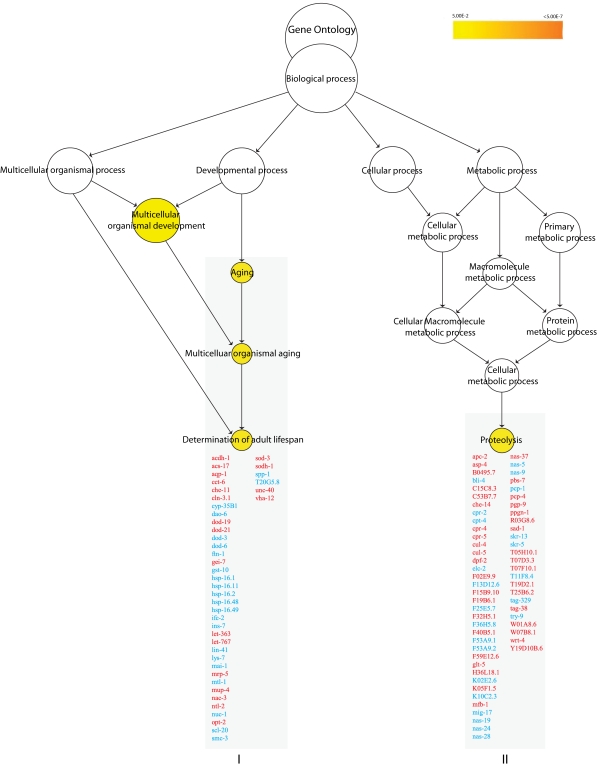
Overrepresented biological processes in N2 vs. * nth-1.* ** Enriched biological processes in *nth-1* vs. N2 are Aging *(p < 0.007)* and Proteolysis *(p < 0.01)*. The Aging cluster contains 17 genes involved in ILS signaling, including *ins-7* and *sod-3*. Genes responding to stress and steroid signaling are found in the Proteolysis cluster. Genes in red and blue are found to be upregulated and downregulated, respectively.

**Figure 2.**
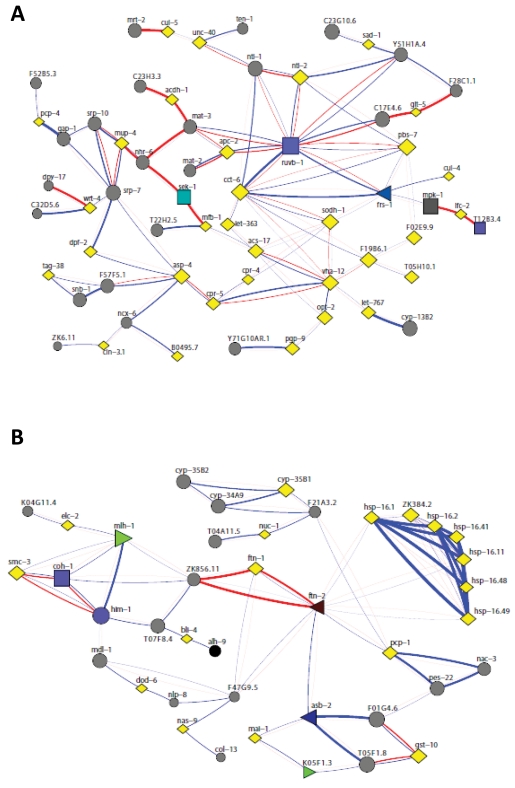
Network analysis revealed a close interconnection between the two enriched clusters in *nth-1.* (**A**) Functional interactions among upregulated genes in the two clusters was analysed using FunCoup [54]. A network of 97 most probable links between 95 genes was returned, involving 31 of the 58 regulated genes (12 and 19 from cluster I and II, respectively). (B) Network analysis of the 45 downregulated genes resulted in a network of 79 most probable links between 71 genes from both clusters.

A search for functional interactions among upregulated genes in the two clusters using the online functional interaction browser FunCoup revealed a close interconnection between the two enriched clusters involving 31 of the 58 regulated genes (12 and 19 from cluster I and II, respectively) (Figure 2A). 

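The kinase gene let-363, the C. elegans TOR, is measured by a pair of probe sets. On the brighter of them its difference in nth-1 was 0.33 (log2, standard error 0.18, n = 3 and 2 arrays, adjusted p = 0.29 from limma), and on the other it rose by 1.21 (adjusted p = 0.0074), a ratio of 2.32. The AAA+ ATPase gene ruvb-1 rose in nth-1 by 0.96 (standard error 0.23, adjusted p = 0.034). Of 21 TOR pathway genes, 1 rose, 1 fell and 19 did not pass the test (1 and 1 when adjusted over the list alone), and their median was 0.21 (camera adjusted p = 0.19). The call of ruvb-1 ended when any array was left out other than nth-1 replicate 3 and those of xpa-1 (highest adjusted p 0.30, without N2 replicate 1). Under the batch block ruvb-1 was at 0.69 (adjusted p = 0.63), and limma called 0 TOR pathway genes, with 1 down at an unadjusted p under 0.05.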

The expression of the CeTOR (let-363) kinase is upregulated in *nth-1* (2.33-fold), possibly indicating activation of a survival response to stress. The TOR pathway controls protein homeostasis and contributes to longevity, and the network analysis indicates that TOR might connect the two clusters via the AAA+ ATPase homolog RUVB-1, a component of the TOR pathway [33]. Direct protein-protein interactions involving RUVB-1 have been demonstrated with several upregulated genes in both enriched GO clusters.

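The ubiquitin ligase gene mfb-1 differed between nth-1 and N2 by 0.94 (log2, standard error 0.36, n = 3 and 2 arrays, adjusted p = 0.13 from limma), and the MAPK kinase gene sek-1 by -0.86 (standard error 0.36, adjusted p = 0.17) on the brighter of its probe sets and by 0.03 (adjusted p = 0.94) on the other. The p53 homolog gene cep-1 differed by 0.02 (standard error 0.19, adjusted p = 0.95). For mfb-1 the difference passed without xpa-1 replicate 1 or replicate 2. With the batch as a block it was -0.40, after a shift by the difference between xpa-1 replicates 1 and 2 (7.85 and 9.19). The 3 nth-1 arrays themselves were at 9.07, 8.76 and 9.29, above both N2 arrays (7.99 and 8.21). Without nth-1 replicate 3 the brighter probe set of sek-1 fell by 1.28 (adjusted p = 0.00058).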

The protein-interaction network (Figure 2A) suggests that the transcriptional changes may also involve regulation of the redundant activities of the conserved p38 and JNK stress-activated protein kinase pathways: MFB-1, for example, directly interacts with SEK-1, a MAPK kinase required for germline stress-induced cell death independent of the CEP-1 (*C. elegans* p53) DNA damage response [34]. SEK-1 is also required for nuclear localisation of DAF-16 in response to oxidative stress [35]. It was suggested that oxidative stress mediates regulation of DAF-16 through activating the p38 signal transduction pathway upstream of DAF-16. Therefore, regulation of DAF-16 target genes in *nth-1* is consistent with activation of an oxidative stress response. Alternatively, the regulation of DAF-16 targets could be secondary to *aqp-1* upregulation. Aquaporin-1, a glycerol channel protein, was recently demonstrated to modulate expression of DAF-16-regulated genes and suggested to act as a feedback regulator in the ILS pathway [36]. There is a strong upregulation of *aqp-1* in *nth-1* (31-fold). Moreover, 6 out of 7 genes negatively regulated by AQP-1 are repressed in *nth-1* (Supplementary Table 2).

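The glycerol channel gene aqp-1 was 12.28 ± 0.27 (log2, SD, n = 3) in nth-1 and 7.35 ± 0.09 (SD, n = 2) in N2. It rose by 4.94 (standard error 0.30, adjusted p = 1e-04 from limma), a ratio of 31. All 3 nth-1 arrays were above both N2 arrays, and aqp-1 passed the test whichever array was left out (highest adjusted p 0.0039). Its rise with the batch as a block was 3.91 (adjusted p = 0.014).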

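In nth-1, 4 of the 7 genes of Supplementary Table 2 fell and 3 did not pass the test (6 fell when adjusted over the list alone). The genes are listed by the paper from an aqp-1 data set of other authors, and they include genes of immunity and metal binding. Among them lipl-2 (F46B6.8), a lipase gene, fell by 1.77 on the log2 scale (adjusted p = 0.00063) and spp-18, a saposin-like gene, by 1.48 (adjusted p = 0.041 from limma). The heat shock gene hsp-12.6 was at -0.37 and the claudin-like gene clc-19 (T24C4.4) at -0.71. The median of the 7 was -1.48 (camera adjusted p = 0.00095, adjusted p = 0.62 with an estimated correlation). Under the batch block 2 of the 7 fell in nth-1 and the median was -1.97 (camera adjusted p = 4.4e-05, adjusted p = 0.94 with an estimated correlation), with spp-18 at -2.21 (adjusted p = 0.30). The call of spp-18 ended when any array other than nth-1 replicate 3 or those of xpa-1 was left out (highest adjusted p 0.22, without N2 replicate 1).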

Network analysis of the 45 downregulated genes resulted in a network involving 71 genes from both clusters (Figure 2B). 

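Genes of heat shock, iron storage and antimicrobial defence were among those that fell in nth-1. The small heat shock protein genes hsp-16.2 and hsp-16.41 fell by 3.04 (log2, standard error 0.48, n = 3 and 2 arrays, adjusted p = 0.0073 from limma) and 3.47 (standard error 0.50, adjusted p = 0.0049). The ferritin gene ftn-1 fell by 1.88 (standard error 0.31, adjusted p = 0.0081), the glutathione S-transferase gene gst-10 by 1.5 (standard error 0.36, adjusted p = 0.034), the lysozyme gene lys-7 by 1.86 (standard error 0.31, adjusted p = 0.0085) and the metallothionein gene mtl-1 by 1.44 (standard error 0.30, adjusted p = 0.022). Of the antimicrobial genes, cpr-2 fell by 4.25 (standard error 0.60, adjusted p = 0.0047), cnc-7 by 3.35 (standard error 0.41, adjusted p = 0.0026) and abf-2 by 2.76 (standard error 0.72, adjusted p = 0.045), while ilys-3 was at -2.67 (standard error 0.95, adjusted p = 0.11). Of 75 innate immunity effector genes, 2 rose, 18 fell and 55 did not pass the test (3 and 25 when adjusted over the list alone), with a median of -0.31 (camera adjusted p = 0.0095, adjusted p = 0.62 with an estimated correlation). Of 220 C-type lectin genes, 8 rose, 46 fell and 166 did not pass (10 and 58 when adjusted over the list alone), with a median of -0.30 (camera adjusted p = 0.00031, adjusted p = 0.62 with an estimated correlation). Of 10 small heat shock protein genes, 2 fell and 8 did not pass (1 up and 3 down when adjusted over the list alone, camera adjusted p = 0.41). In the fit with the batch as a block hsp-16.2 was at -2.42 (adjusted p = 0.41), the calls of the other single genes ended as well (adjusted p from 0.25 for cnc-7 to 0.79 for gst-10, which was at -0.61), 1 innate immunity effector fell (camera adjusted p = 0.045), and 2 lectin genes rose and 7 fell (camera adjusted p = 0.0012), and with an estimated correlation the adjusted p was 0.94 for both lists. Of these single genes cnc-7 passed whichever array was left out (highest adjusted p 0.043), the calls of all others ended without either N2 array (highest adjusted p 0.23, for abf-2 without N2 replicate 1), those of gst-10, mtl-1 and abf-2 also without nth-1 replicate 1, of mtl-1 and abf-2 without nth-1 replicate 2, of gst-10 and abf-2 without either nth-1;xpa-1 array and of abf-2 without either xpa-1 array, and the camera adjusted p of the immunity effectors was 0.058 without nth-1 replicate 1.

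**Figure D1:**
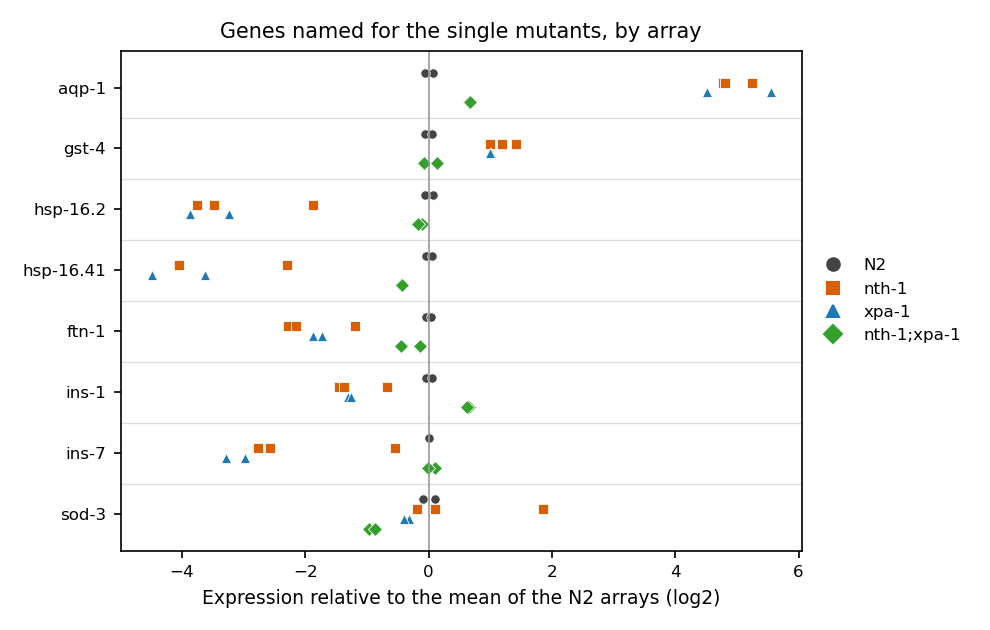
Expression of 8 genes in each of the 9 arrays, relative to the mean of the N2 arrays (log2, horizontal axis), with a point per array and a symbol per strain. The nth-1 arrays lie above N2 by 4.94 on average for aqp-1 and below it by 3.04 for hsp-16.2, and for sod-3 nth-1 replicate 3 lies apart from the other arrays.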

The pronounced downregulation of genes specifically responding to exogenous oxidative and heat stress (such as the *hsp-16* family, *ftn-1* and *gst-10*,*lys-7*, *mtl-1*) and anti-microbial immunity (several c-lectins, *cpr-2, ilys-3, abf-2, cnc-7*) in the *nth-1* mutant suggests that a specific response to endogenous stressors is triggered. Hence, loss of BER in *C. elegans* appears to induce transcriptional responses involving similar pathways as those regulated in mammalian NER mutants [19].

### Shared transcriptional responses in *nth-1* and *xpa-1* mutants

To experimentally validate whether there is similarity between the transcriptional programs associated with loss of BER and NER capacity in *C. elegans*, we collected the expression profile of the *xpa-1(ok698)* mutant. 

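In xpa-1, genes of fat use and of the germ line were among those that rose. The gene acs-2 rose by 2.77 (log2, standard error 0.19, n = 2 and 2 arrays, adjusted p = 0.00019 from limma) and icl-1 by 2.48 (standard error 0.32, adjusted p = 0.0037). Of the 36 fasting and lipid genes 10 rose, 4 fell and 22 did not pass the test in xpa-1 (11 and 4 when adjusted over the list alone), with a median of 0.30 (camera adjusted p = 0.00036, adjusted p = 0.46 with an estimated correlation, and 0.15 at the preset correlation without xpa-1 replicate 2). Of 25 genes of germ line proliferation and P granules 8 rose and 17 did not pass (16 when adjusted over the list alone), with a median of 0.69 (camera adjusted p = 2.7e-09, adjusted p = 0.16 with an estimated correlation). The helicase gene glh-4, of the P granules, rose by 0.91 (standard error 0.21, adjusted p = 0.03). At a ratio of at least 1.8, 1324 probe sets were higher and 1472 lower in xpa-1 than in N2, 2796 in all. With limma 878 rose and 1499 fell, 2377 in all. That total was 245 without N2 replicate 1, 282 without N2 replicate 2, 1350 and 749 without xpa-1 replicates 1 and 2, 1211 and 1210 without nth-1;xpa-1 replicates 1 and 2, and 6443 without nth-1 replicate 3. Under the batch block 227 rose and 530 fell, and glh-4 was at 0.78 (adjusted p = 0.13). Of the fasting and lipid genes 5 then rose and 3 fell (median 0.13, camera adjusted p = 0.14), and of the germ line genes 1 rose (median 0.64, camera adjusted p = 7.2e-08, adjusted p = 0.30 with an estimated correlation). The call of glh-4 also ended without any array other than those of nth-1 (highest adjusted p 0.23).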

In *xpa-1*, we identified 2815 differentially expressed transcripts having a fold-change of ≥1.8 (Supplementary Table 3).

**Figure 3.**
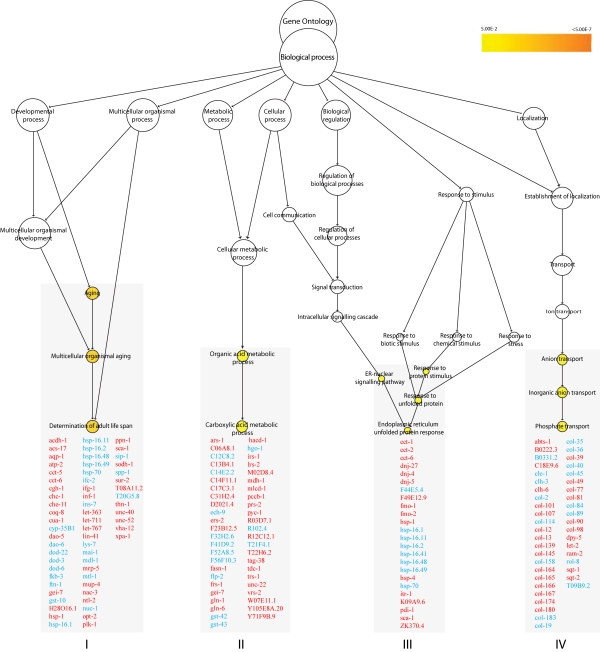
GO enrichment clusters in * xpa-1.* Genes that respond to oxidative stress and redox homeostasis are found in the enriched biological processes in *xpa-1* vs. N2. Aging *(p < 0.0007)*, regulation of carboxylic acid metabolism (*p < 0.03*), ER unfolded protein response (*p < 0.05*) and phosphate transport (*p < 0.02*). Genes in red and blue are found to be upregulated and downregulated, respectively.

**Figure 4.**
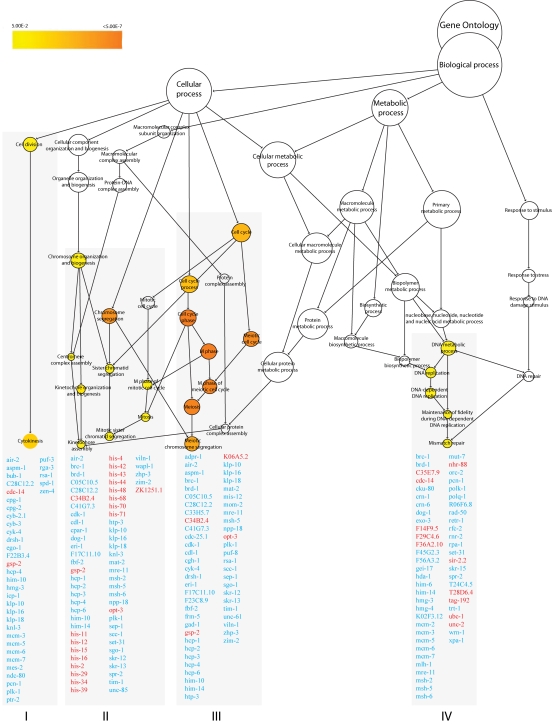
GO enrichment clusters in *nth-1;xpa-1*. The transcriptional response in the double mutant *nth-1;xpa-1* is dominated by genes involved in cell-cycle regulation (clusters I-III) and DNA repair (cluster IV). Cluster I (*p < 0.003*) and II (*p < 0.01*) contain genes that function in mitosis -related processes. Cluster III (*p < 0.00001*) reflect regulation of progression through meiosis. Genes involved in DNA repair and DNA damage checkpoint pathways in cluster IV (*p < 0.02*) are downregulated. Genes in red and blue are found to be upregulated and downregulated, respectively.

GO enrichment analysis revealed four significantly regulated clusters in *xpa-1* (Figure 3). The GO process determination of adult lifespan (*p < 0.0007*) was shared with *nth-1* (Figure 1), and 67% (28 out of 42) of the individual genes in this cluster in *nth-1* were shared with *xpa-1*. 

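Of the 24 insulin-like peptide genes 5 fell in xpa-1 and 19 did not pass the limma test (6 when adjusted over the list alone), with a median of -0.45 (camera adjusted p = 0.00046, adjusted p = 0.36 with an estimated correlation). Of the 9 dod genes, dod-3 fell in xpa-1 by 1.19 and dod-6 by 1.76 (log2, n = 2 and 2 arrays, adjusted p = 0.0036 and 0.029 from limma), and 7 did not pass (3 fell when adjusted over the list alone, camera adjusted p = 0.14). Under the batch block 2 insulin-like peptide genes fell (median -0.31, camera adjusted p = 0.0026, adjusted p = 0.47 with an estimated correlation) and 1 dod gene fell (camera adjusted p = 0.29), while dod-6 was at -1.86 (adjusted p = 0.11). The call of dod-3 in xpa-1 ended without N2 replicate 1 (adjusted p = 0.051). That of dod-6 ended when any array other than those of nth-1 was left out (highest adjusted p 0.17).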

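Few stress genes of the endoplasmic reticulum and of redox balance passed the test in xpa-1. Of 22 genes of the endoplasmic reticulum unfolded protein response, hsp-4, the BiP chaperone gene that the response induces, rose by 0.87 (log2, standard error 0.19, n = 2 and 2 arrays, adjusted p = 0.025 from limma). The other 21 did not pass the test, over all probe sets or over the list alone. The median of the 22 was 0.18 (camera adjusted p = 0.038, adjusted p = 0.58 with an estimated correlation). Among 43 antioxidant and glutathione enzyme genes 1 rose, 5 fell and 37 did not pass in xpa-1 (1 and 5 when adjusted over the list alone), with a median of -0.21 (camera adjusted p = 0.17), and gpx-6 fell by 1.72 (standard error 0.32, adjusted p = 0.015). Of 22 chaperone genes of the cytosol and mitochondria 3 rose and 19 did not pass (9 rose when adjusted over the list alone), with a median of 0.31 (camera adjusted p = 6.2e-05, adjusted p = 0.16 with an estimated correlation). The call of hsp-4 ended when any array other than those of nth-1 was left out (highest adjusted p 0.18, without N2 replicate 1), and with the batch as a block it was at 0.77 (adjusted p = 0.12). Under this block 1 chaperone gene rose (camera adjusted p = 0.00044, adjusted p = 0.30 with an estimated correlation), and limma called 0 antioxidant genes, with 2 up and 8 down at an unadjusted p under 0.05. That of gpx-6 ended without either N2 array or either xpa-1 array (highest adjusted p 0.12), and under the block it was at -1.65 (adjusted p = 0.082). The camera adjusted p of the unfolded protein response genes was 0.057 without nth-1 replicate 3, 0.16 without xpa-1 replicate 2, 0.12 without N2 replicate 1 and 0.16 with the batch as a block.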

In *xpa-1*, genes that respond to oxidative stress and redox homeostasis are not only represented in the "aging" cluster, but are also found in the clusters containing genes involved in the ER unfolded protein response (*p < 0.05*) and regulation of carboxylic acid metabolism (*p < 0.03*). Network analysis of the 57 downregulated genes within the enriched clusters resulted in a network resembling that of nth-1 (Supplementary Figure 1). Thus, qualitatively similar responses were activated to compensate for the loss of NTH-1 or XPA-1. 

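Most probe sets called in both single mutants moved the same way. Those that rose in both numbered 410 and those that fell in both 1066, while 1 moved in opposite directions (limma, adjusted p under 0.05 in each). Independent calls would give 27 and 105, which does not allow for the N2 arrays that both comparisons share. The counts up and down in both were 42 and 125 without N2 replicate 1, 43 and 137 without N2 replicate 2, 230 and 663 without nth-1 replicate 1, 1324 and 2672 without nth-1 replicate 3, 388 and 653 without xpa-1 replicate 1, 158 and 441 without xpa-1 replicate 2, 197 and 615 without nth-1;xpa-1 replicate 1, 197 and 614 without nth-1;xpa-1 replicate 2, and 25 and 69 with the batch as a block. The lipase gene lipl-3 rose in xpa-1 by 3.04 (log2, standard error 0.25, n = 2 and 2 arrays, adjusted p = 0.00057 from limma), close to its change in nth-1. In xpa-1 hsp-16.2 fell by 3.55, hsp-16.41 fell by 4.06, cpr-2 fell by 4.93 and ftn-1 fell by 1.80, of which the calls of hsp-16.2 and ftn-1 ended without either N2 array or xpa-1 replicate 2, and that of ftn-1 also without xpa-1 replicate 1 (highest adjusted p 0.068 and 0.11). Of the 75 innate immunity effectors 2 rose, 22 fell and 51 did not pass in xpa-1 (4 and 31 when adjusted over the list alone), with a median of -0.40 (camera adjusted p = 7.2e-06, adjusted p = 0.24 with an estimated correlation), and under the batch block 13 fell (camera adjusted p = 1.7e-05, adjusted p = 0.40 with an estimated correlation). The direct comparison of xpa-1 with nth-1 called 6 probe sets, 2 higher and 4 lower, and 1994 had an unadjusted p under 0.05. Among the 6 were xpa-1 itself (-4.39, adjusted p = 9e-04) and mks-6 (4.28, adjusted p = 0.00018). The counts up and down in both set each strain against the same N2 arrays, which adds to the likeness in those counts. The direct comparison does not use the N2 means. The count of 6 was between 2 and 1173 when 1 array was left out, the highest without nth-1 replicate 3. From shared GO clusters and alike networks, which were not used here, the paper concludes that similar responses compensate for the loss of NTH-1 or XPA-1.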

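At 1.8-fold, 1394 probe sets passed in both nth-1 and xpa-1, of which 610 were higher and 778 lower in both and 6 went opposite ways. Products of the counts over the number tested would give 60 and 67 for the same direction and 66 and 60 for opposite directions. The chloride channel gene best-1 had signed folds of 17 in nth-1 and 11.8 in xpa-1, and C23G10.11 of 45.7 and 23.1. Across these probe sets, which are not independent replicates, the squared Pearson correlation of the signed folds was 0.8, with a range of 0.494 to 0.856 between single arrays (SD 0.148, 6 pairs), and 0.910 on the log2 scale. Both strains share the N2 arrays, so 100 simulations of unchanged strains that share them were run, with the spread of each probe set pooled over the strains. They gave a squared correlation of 0.739 on average (0.406 to 0.913) over 80 probe sets in both, so this value alone does not separate a shared response from shared controls. Over all probe sets the covariance of the log2 changes was 0.272, against 0.04 in the simulations (0.038 to 0.043). The controls were not divided between the strains, since each would keep 1 of the 2 N2 arrays. The simulated 0.04 already holds the sharing of the N2 arrays. Its pooled spread is not too small for them, since they lay closer together than those of nth-1 (distance 34.8, against 43.3 to 104.1). These values argue against the spread between N2 arrays as the source of the excess. A departure that both N2 arrays share would not show in that spread. The nth-1 arrays and xpa-1 replicate 2 also share a batch apart from N2, and the simulations hold no batch. With xpa-1 replicate 1 alone, from the batch of N2, the covariance was 0.24 and the squared correlation 0.7. With xpa-1 replicate 2 alone they were 0.3 and 0.78.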

Regression analysis using the 1.8-fold-change data confirmed the similarity of the *nth-1* and expression profiles (R_2_ = 0.96). However, there is stronger modulation of gene expression in *xpa-1* compared to *nth-1*, with an increased number of transcripts with higher fold-change; e.g. expression of *ins-7* (8.8-and 3-fold), *aqp-1* (34.8- and 31-fold, respectively), and *hsp-16.49* (-15.99 and -5.58- fold) in *xpa-1* and *nth-1*, respectively (Supplementary Table 1 and 3).

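For aqp-1, ins-7 and the probe set of hsp-16.49;hsp-16.48 the difference between xpa-1 and nth-1 was tested. The gene aqp-1 rose in xpa-1 by 5.03 on the log2 scale (standard error 0.32, adjusted p = 0.00018 from limma), a ratio of 34.7, and xpa-1 differed from nth-1 by 0.09 (standard error 0.30, n = 2 and 3 arrays, adjusted p = 0.94). Expression of ins-7 fell in xpa-1 by 3.13 (standard error 0.62, adjusted p = 0.018), and differed from nth-1 by -1.17 (standard error 0.56, adjusted p = 0.60). On the probe set of hsp-16.49;hsp-16.48, which both genes share, the changes from N2 were -4.23 in xpa-1 (adjusted p = 0.021) and -3.06 in nth-1 (adjusted p = 0.046), and the adjusted p of the difference between them was 0.70. At 4-fold or more, 66 probe sets were higher and 171 lower in xpa-1 than in N2. Those higher numbered 110 without xpa-1 replicate 1 and 57 without xpa-1 replicate 2. The call of ins-7 in xpa-1 ended without either N2 array or either xpa-1 array (highest adjusted p 0.12, without N2 replicate 1). With the batch as a block it was at -2.98 (adjusted p = 0.10), and aqp-1 in xpa-1 at 4.52.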

### Somatic preservation in *nth-1;xpa-1*

Genes regulating adult lifespan were not among the four enriched GO processes identified from the 2787 regulated probe sets with fold-change ≥1.8 (1225 up and 1562 down) in *nth-1;xpa-1* (Figure 4 and Supplementary Table 4). Instead, the transcriptional response was dominated by genes involved in cell-cycle regulation (clusters I-III) and DNA repair (cluster IV). 

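Several genes with large rises in nth-1;xpa-1 did not pass the test in the single mutants. The guanylate cyclase gene gcy-34 rose by 3.40 (log2, standard error 0.23, n = 2 and 2 arrays, adjusted p = 0.00035 from limma), the trehalase gene tre-5 by 3.33 (standard error 0.25, adjusted p = 0.00044) and the acid phosphatase gene pho-6 by 3.25 (standard error 0.44, adjusted p = 0.0055). In xpa-1 their differences from N2 were -0.07, 0.23 and 0 (adjusted p = 0.87, 0.59 and 1). The 9 dod genes had a median of -0.49 in nth-1;xpa-1 (2 fell, 7 did not pass, 2 fell when adjusted over the list alone, camera adjusted p = 0.012, adjusted p = 0.15 with an estimated correlation). Of the 24 insulin-like peptide genes 1 rose and 1 fell, and the counts were the same when adjusted over the list alone (median 0.33, camera adjusted p = 0.23). At a ratio of at least 1.8, 1518 probe sets were higher and 1178 lower in nth-1;xpa-1 than in N2, 2696 in all. With limma 957 rose and 991 fell, 1948 in all, and 998 and 1004 with the batch as a block. The total of 1948 was 163 and 135 without N2 replicates 1 and 2, 158 and 155 without nth-1;xpa-1 replicates 1 and 2, and 5910 without nth-1 replicate 3. The call of pho-6 ended without either N2 array or either nth-1;xpa-1 array (highest adjusted p 0.068), while tre-5 and gcy-34 passed whichever array was left out.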

Cluster I (*p< 0.003*) and II (*p < 0.01*) contain genes that function in mitosis-related processes such as chromosome segregation, mitotic spindle assembly and stability, and replication licensing. 

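Mitosis and replication genes were among those that fell in nth-1;xpa-1. Of 69 genes of mitosis, the chromosomal passenger complex and the Polo and Aurora kinases, 26 fell and 43 did not pass the limma test (48 fell when adjusted over the list alone). Their median was -0.72 on the log2 scale (camera adjusted p = 1.3e-20, adjusted p = 0.049 with an estimated correlation). The spindle kinesin gene klp-18 fell by 1.47 (standard error 0.37, n = 2 and 2 arrays, adjusted p = 0.043), the Aurora A activator gene tpxl-1 by 1.34 (standard error 0.25, adjusted p = 0.018) and the centromere gene knl-2 by 1.11 (standard error 0.18, adjusted p = 0.01). Of 31 genes of replication licensing and the replication fork 12 fell and 19 did not pass (25 fell when adjusted over the list alone), with a median of -0.80 (camera adjusted p = 4.1e-13, adjusted p = 0.084 with an estimated correlation). The sliding clamp gene pcn-1 fell by 1.16 (standard error 0.21, adjusted p = 0.015). Germ line and oocyte genes also fell. Of 31 oocyte, eggshell and maternal genes 16 fell and 15 did not pass in nth-1;xpa-1 (22 fell when adjusted over the list alone), with a median of -0.82 (camera adjusted p = 4.4e-14, adjusted p = 0.066 with an estimated correlation), and egg-3, which the egg needs after fertilization, fell by 1.18 (standard error 0.19, adjusted p = 0.011). Of 25 genes of germ line proliferation 9 fell (16 when adjusted over the list alone), with a median of -0.71 (camera adjusted p = 6.7e-09, adjusted p = 0.12 with an estimated correlation). The yolk protein gene vit-6 fell by 1.54 (standard error 0.09, adjusted p = 0.00017), and 2 of 5 vitellogenin genes fell, also over the list alone (median -1.11, camera adjusted p = 0.00057, adjusted p = 0.31 with an estimated correlation). In xpa-1, 9 of the mitosis genes rose (16 when adjusted over the list alone), with a median of 0.40 (camera adjusted p = 1.2e-09, adjusted p = 0.16 with an estimated correlation), as did 5 of the replication genes (12 up and 1 down when adjusted over the list alone), with a median of 0.39 (camera adjusted p = 6.9e-06, adjusted p = 0.24 with an estimated correlation). With the batch as a block 28 mitosis, 11 replication, 15 oocyte and 9 germ line genes fell in nth-1;xpa-1 (adjusted p = 0.11, 0.17, 0.11 and 0.17 from camera with an estimated correlation). In xpa-1 under this block 1 mitosis gene rose, and limma called 0 replication genes, with 9 up at an unadjusted p under 0.05 (medians 0.45 and 0.45, adjusted p = 0.30 and 0.40 with an estimated correlation). Within the batch that holds both N2 arrays, both nth-1;xpa-1 arrays and xpa-1 replicate 1, 64 mitosis genes and 28 replication genes fell in nth-1;xpa-1. In xpa-1, with 1 array there, the medians were 0.45 for the mitosis and 0.45 for the replication genes, and no test is given. Apart from vit-6, which passed whichever array was left out (highest adjusted p 0.0072), the calls of the genes named here ended without either N2 array or either nth-1;xpa-1 array (highest adjusted p 0.24, for klp-18).

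**Figure D2:**
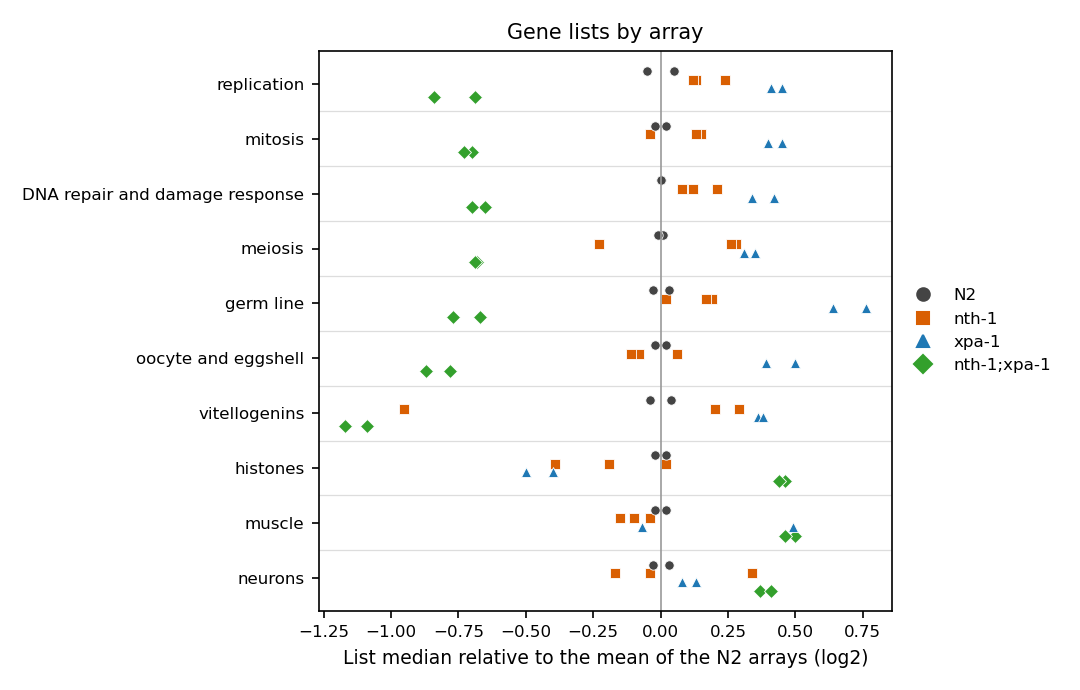
Medians of 10 gene lists in each of the 9 arrays, relative to the mean of the N2 arrays (log2, horizontal axis), with a point per array and a symbol per strain. The mitosis list has a median log2 change of -0.72 in nth-1;xpa-1 and 0.40 in xpa-1.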

Only 2 out of 36 genes in cluster I are upregulated. In contrast, 15 of the 64 genes present in cluster II are upregulated and most encode histone genes. 

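Among histone genes more rose than fell in nth-1;xpa-1. Of 26 histone genes with a probe set of their own, 7 rose, 1 fell and 18 did not pass the limma test (8 and 1 when adjusted over the list alone). Their median was 0.40 on the log2 scale (camera adjusted p = 6.6e-05, adjusted p = 0.35 with an estimated correlation). Expression of his-62 rose by 1.57 (standard error 0.20, n = 2 and 2 arrays, adjusted p = 0.0042) and that of his-71, which encodes a replacement histone H3, by 1.31 (standard error 0.32, adjusted p = 0.043). In xpa-1 6 histone genes fell and 20 did not pass (9 fell when adjusted over the list alone), with a median of -0.36 (camera adjusted p = 0.0075, adjusted p = 0.46 with an estimated correlation). The calls of his-62 and his-71 ended without either N2 array or either nth-1;xpa-1 array (highest adjusted p 0.073 and 0.25), that of his-71 also without nth-1 replicate 2 or either xpa-1 array, and with the batch as a block 5 histone genes rose and 1 fell in nth-1;xpa-1, with his-71 at 1.31 (adjusted p = 0.058), and in xpa-1 limma called 0, with 9 down at an unadjusted p under 0.05 (camera adjusted p = 0.031, adjusted p = 0.59 with an estimated correlation).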

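Genes of meiosis and the synaptonemal complex, which pairs homologous chromosomes, were also among those that fell in nth-1;xpa-1. Of 31 such genes 5 fell and 26 did not pass the limma test (18 fell when adjusted over the list alone). The median was -0.68 on the log2 scale (camera adjusted p = 6.7e-09, adjusted p = 0.35 with an estimated correlation). The 26 are not shown to be unchanged, as the quartiles of the 31 were -0.92 and -0.49 within the batch of both N2 and both nth-1;xpa-1 arrays. The chromosome pairing gene zim-2 fell by 1.18 (standard error 0.20, n = 2 and 2 arrays, adjusted p = 0.011) and the axis gene htp-3 by 0.96 (standard error 0.17, adjusted p = 0.016). In xpa-1 3 of the 31 rose, among them him-17 by 1.22 (standard error 0.23, adjusted p = 0.014), and 28 did not pass (3 when adjusted over the list alone). Without either N2 array or either nth-1;xpa-1 array the calls of zim-2 and htp-3 ended (highest adjusted p 0.12 and 0.18), that of him-17 in xpa-1 ended without either N2 array or xpa-1 replicate 2 (0.13), and with the batch as a block 6 of the 31 fell in nth-1;xpa-1, and in xpa-1 limma called 0, with 4 up at an unadjusted p under 0.05 and him-17 at 1.1 (adjusted p = 0.078).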

Cluster III (*p < 0.00001*) share many genes with cluster I and II but reflect regulation of progression through meiosis.

Genes involved in DNA repair and DNA damage checkpoint pathways are enriched in Cluster IV (*p <0.02*). Naively, it could be expected that the double mutant would compensate for loss of integrity of two DNA repair pathways by upregulating alternative DNA repair modes. However, the opposite seems to be the case. Several mismatch repair, homologous recombination (HR), non-homologous end-joining (NHEJ), and DNA damage checkpoint genes, such as the *C. elegans* homolog of BRCA1 (*brc-1*) and its associated proteins, *brd-1* and *dog-1*, are downregulated (Table 1). 

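Some DNA repair and DNA damage response genes fell in nth-1;xpa-1. Of 63 such genes 22 fell, among them xpa-1, which is deleted in this strain, and 41 did not pass the limma test (38 fell when adjusted over the list alone), with a median of -0.66 on the log2 scale (camera adjusted p = 7.9e-16, adjusted p = 0.049 with an estimated correlation). The 41 are not shown to be unchanged. The quartiles of the 63 were -0.88 and -0.39 within the batch of both N2 and both nth-1;xpa-1 arrays. The spread is pooled over the strains, and over all probe sets the calls in nth-1;xpa-1 went from 1948 to 5910 without nth-1 replicate 3. The BRCA1 homolog gene brc-1 fell by 1.15 (standard error 0.18, n = 2 and 2 arrays, adjusted p = 0.01). Its partner brd-1 was at -0.88 (standard error 0.23, adjusted p = 0.05, not past the threshold) and the helicase gene dog-1 at -0.93 (standard error 0.41, adjusted p = 0.20). The mismatch repair gene msh-6 fell by 0.93 (adjusted p = 0.018), the end-joining gene cku-80 by 1.09 (adjusted p = 0.016) and the AP endonuclease gene exo-3 by 1.27 (standard error 0.26, adjusted p = 0.025). The repair list was a median of 0.02 away from the meiosis genes in the same arrays (bootstrap standard error 0.10), a list with which it shares genes such as rad-51. In xpa-1 5 repair genes rose, 1 fell, which is the deleted xpa-1 gene, and 57 did not pass (5 and 1 when adjusted over the list alone), with a median of 0.43 (camera adjusted p = 2.9e-08, adjusted p = 0.16 with an estimated correlation). In nth-1 limma called 0 up and 0 down, with 10 up and 3 down at an unadjusted p under 0.05, and the median was 0.13 (camera adjusted p = 0.0052, adjusted p = 0.62 with an estimated correlation). Under the batch block 23 repair genes fell in nth-1;xpa-1 (camera adjusted p = 1.9e-15, adjusted p = 0.11 with an estimated correlation), and in xpa-1 3 rose and the deleted gene fell (camera adjusted p = 6.4e-08, adjusted p = 0.30 with an estimated correlation). The calls of brc-1, msh-6, cku-80 and exo-3 ended without either N2 array or either nth-1;xpa-1 array (highest adjusted p 0.12, 0.19, 0.15 and 0.19).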

Many uncharacterized genes that have previously been identified in screens for genes that result in mutator phenotypes when depleted by RNAi [37,38] were also suppressed in the *nth-1;xpa-1* mutant. Network analyses illustrate close interrelation of clusters I through IV also on protein level returning protein-protein interactions between 157 of the 212 genes in all clusters (data not shown).

### Suppression of the Aurora-B kinase and Polo-like kinase 1 regulatory network in *nth-1;xpa-1*

The GO analysis suggests that the double mutant differs from either single mutant. 

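The double mutant and xpa-1 shared 748 probe sets at 1.8-fold, of which 121 were higher and 284 lower in both, 177 were higher in nth-1;xpa-1 and lower in xpa-1, and 166 the reverse. The glutathione peroxidase gene gpx-6 had a log2 change of -1.72 in xpa-1 and 1.45 in nth-1;xpa-1, and the helicase gene him-6 of 1.57 and -1.10. Across these probe sets, which are not independent replicates, the squared Pearson correlation of the signed folds was 0.168 (0.142 to 0.269 between single arrays, SD 0.06). With nth-1 the double mutant shared 554 probe sets, 152 of them in opposite directions, and the squared correlation was 0.161 (SD 0.048). Without nth-1 replicate 3 they shared 690, of which 274 were in opposite directions. Unchanged strains that share the N2 arrays gave 0.701 on average in 100 simulations for the pair with xpa-1 (0.443 to 0.863) and 0.759 for the pair with nth-1. Over all probe sets the covariance with xpa-1 was 0.00737 and with nth-1 0.0327, against 0.04 in the simulations of each. The simulated spread was pooled over the strains, while the N2 arrays lay closer together than those of nth-1 (distance 34.8, against 43.3 to 104.1). The 0.04 and the simulated correlations may therefore be too high, and do not place these covariances above or below what shared N2 arrays give. Within the batch of 5 arrays the squared correlation with xpa-1 was 0.179.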

Linear regression analysis comparing the overlapping transcripts in the ≥1.8-fold-change lists from *nth-1;xpa-1* and *xpa-1* confirmed this difference (R2 = 0.12) whereas the single mutants show significantly stronger correlation (R_2_ = 0.94). Principal Component Analysis (PCA) on the entire dataset (Figure 5A) confirms that the overall expression profiles of the single mutants cluster together and therefore resemble each other but, although *nth-1;xpa-1* clusters separately from the wild type, it seems to be in closer proximity to it than to either single mutant. 

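Over all probe sets, the means of nth-1 and xpa-1 lay nearest to each other and those of xpa-1 and nth-1;xpa-1 farthest apart. The Euclidean distance between strain means (log2) was 51.6 for nth-1 and xpa-1, 87.5 for N2 and nth-1;xpa-1, 114 for nth-1 and nth-1;xpa-1 and 126.3 for xpa-1 and nth-1;xpa-1. From N2, nth-1 lay at 81.4 and xpa-1 at 92.3. The distance of nth-1;xpa-1 to N2 was 0.693 of that to xpa-1 (SD 0.006), and 0.673 within the batch of 5 arrays. Between replicate arrays the distance was 34.8 in N2, 35.5 in nth-1;xpa-1, 66.2 in xpa-1 and 43.3 to 104.1 in nth-1, the larger values with replicate 3. The first principal component held 51.6% of the variance and set nth-1;xpa-1 (75.7 and 75.2) and N2 (23.3 and 22.0) against xpa-1 (-43.9 and -50.4) and nth-1 (-48.2, -36.7 and -16.9). The second held 16.9% and set nth-1 replicate 3 (73.9) apart from the other 8 arrays (-21.5 to 0.5). N2 was separated from the mutants on the third, with 14.3% (-42.3 and -42.1). These distances and scores carry no test.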

Hierarchical clustering confirmed the closer relationship between *nth-1;xpa-1* and the wild type (Supplementary Figure 2). Hierarchical clustering of the mutants only revealed even more clearly that the single mutants are more similar to each other than either are to the double mutant. 

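Average-linkage clustering of the 9 arrays on the correlation across probe sets first divided the arrays of nth-1 and xpa-1 from those of N2 and nth-1;xpa-1. With 3 groups nth-1 replicate 3 stood alone, and with 4 groups N2 parted from nth-1;xpa-1. Among the arrays of the mutants alone, the first division was between the single mutants and the double mutant. The nth-1 replicate 1 and xpa-1 replicate 2 arrays correlated at r = 0.987, more than xpa-1 replicates 1 and 2 did (0.980), and both come from the batch of 4 arrays. The first division follows the batches in 8 of the 9 arrays, all but xpa-1 replicate 1, the only array that can tell strain from batch. It correlated with nth-1 replicates 1 to 3 of the other batch at 0.975, 0.973 and 0.955. With N2 of its own batch it was at 0.954 and 0.955, and with nth-1;xpa-1 at 0.912 and 0.914. Its place follows strain and not batch, but as it is 1 array, the batch is not excluded as a part of the division.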

Several transcripts have opposite regulation, most notably in *xpa-1* and *nth-1;xpa-1* (Figure 5B). 

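By 1.8-fold, 343 probe sets went in opposite directions in xpa-1 and nth-1;xpa-1, against products of the counts over the number tested of 99 and 69. Simulated unchanged strains that share the N2 arrays, with a spread pooled over the strains, gave 3.45 on average (highest 8). They reached 1.8-fold in both in 87 probe sets on average, 83 of them in the same direction. The simulated count is therefore no reference for 2 strains that each changed. The neuropeptide gene flp-1, which is not one of them, fell in xpa-1 by 3.36 (log2, standard error 0.60, n = 2 and 2 arrays, adjusted p = 0.013), was at 0.36 in nth-1;xpa-1 (adjusted p = 0.75), and was higher in nth-1;xpa-1 than in xpa-1 by 3.72 (standard error 0.60, adjusted p = 0.0025). For glh-4 nth-1;xpa-1 was at -1.09 against N2 and differed from xpa-1 by -2.00 (standard error 0.21, adjusted p = 5e-04). With limma, 115 and 117 probe sets passed in both strains with opposite signs, 232 in all, where independent calls would give 64 and 39. The number 232 was 2 without N2 replicate 1, 1419 without nth-1 replicate 3 and 90 with the batch as a block. The fall of flp-1 in xpa-1 did not pass without either N2 array or xpa-1 replicate 2. With the batch as a block, which leaves xpa-1 replicate 1 against N2 and is no further check, it was at -3.11. Over all probe sets the direct comparison called 4365 higher and 3489 lower in nth-1;xpa-1, 7854 in all, between 3787 (without nth-1;xpa-1 replicate 2) and 11310 when 1 array was left out, and 5646 with the batch as a block.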

DNA repair and DNA damage response genes are prominent among the genes regulated in an opposite direction (a selection is presented in Table 1).

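Of 63 DNA repair and damage response genes, 6 were up in xpa-1 and down in nth-1;xpa-1 at 1.8-fold, namely com-1, dna-2, dog-1, him-6, msh-2 and msh-6. The mismatch repair gene msh-6 rose in xpa-1 by 1.22 (log2, standard error 0.17, n = 2 and 2 arrays, adjusted p = 0.0054 from limma) and differed between nth-1;xpa-1 and xpa-1 by -2.15 (standard error 0.17, adjusted p = 0.00025). The BLM helicase homolog gene him-6 differed between them by -2.67 (standard error 0.24, adjusted p = 0.00033). Other lists held such genes as well, with 7 of 69 mitosis genes, 5 of 31 oocyte genes, 4 of 31 replication genes and 4 of 25 germ line genes, while 7 of 25 neuropeptide genes went the other way. Over all genes 109 were up in xpa-1 and down in nth-1;xpa-1 and 150 the reverse. The rise of msh-6 in xpa-1 ended without N2 replicate 1 (adjusted p = 0.078).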

Polo-like kinase 1 (PLK-1), which is upregulated in *xpa-1* (1.97-fold) but repressed in *nth-1;xpa-1* (-2.11-fold), has emerged as an important modulator of  DNA damage checkpoints [39,40]. Moreover, Aurora B kinase (*air-2*) is downregulated (-1.83-fold), and an inhibitor of AIR-2 activation, gsp-2, is one of the few upregulated genes in *nth-1;xpa-1*. 

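The Polo-like kinase gene plk-1 is measured by a pair of probe sets. On the brighter of them it fell in nth-1;xpa-1 by 0.80 (log2, standard error 0.15, n = 2 and 2 arrays, adjusted p = 0.017 from limma) and was at 0.49 in xpa-1 (standard error 0.15, adjusted p = 0.07). On the other it rose in xpa-1 by 0.97 (adjusted p = 0.02), a ratio of 1.96, and fell in nth-1;xpa-1 by 1.08 (adjusted p = 0.017), a signed fold of -2.12. The direct comparison of nth-1;xpa-1 with xpa-1 on the brighter probe set gave -1.30 (standard error 0.15, adjusted p = 7e-04). The fall in nth-1;xpa-1 did not pass without either N2 array or either nth-1;xpa-1 array (highest adjusted p 0.17, without N2 replicate 2).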

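The Aurora B kinase gene air-2 fell in nth-1;xpa-1 by 0.86 on the log2 scale (standard error 0.21, n = 2 and 2 arrays, adjusted p = 0.041 from limma), a signed fold of -1.82, and was at 0.19 in xpa-1 (standard error 0.21, adjusted p = 0.59). Between nth-1;xpa-1 and xpa-1 it differed by -1.06 (standard error 0.21, adjusted p = 0.0057). The protein phosphatase 1 gene gsp-2 rose in nth-1;xpa-1 by 0.80 (standard error 0.15, adjusted p = 0.018). Without either N2 array or either nth-1;xpa-1 array both calls ended (highest adjusted p 0.24 for air-2 and 0.16 for gsp-2), and that of air-2 also without nth-1 replicate 2.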

Several other components of AIR-2 and PLK-1 networks are represented in the enriched GO clusters in the double mutant (Figure 4). Moreover, the transcriptional changes observed in *nth-1;xpa-1* involved several genes that are validated interactors of AIR-2 and PLK-1. 

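Of 18 genes of the AIR-2 and PLK-1 network, 10 fell in nth-1;xpa-1, 1 rose (gsp-2) and 7 did not pass the limma test (16 fell and 1 rose when adjusted over the list alone). The study chose this list on these arrays, so its counts are not independent evidence of its direction. The mitotic kinase gene cdk-1 fell by 0.91 (log2, standard error 0.19, n = 2 and 2 arrays, adjusted p = 0.026) and the kinesin gene zen-4 by 0.54 (adjusted p = 0.041), while the inner centromere gene icp-1 was at -0.99 (adjusted p = 0.079), the RhoGAP gene cyk-4 at -0.90 (adjusted p = 0.18) and the phosphatase gene cdc-25.1 at -1.10 (adjusted p = 0.056; another probe set was at -0.69, adjusted p = 0.016). Of the cyclin B genes cyb-2.1 fell by 1.07 (adjusted p = 0.015), cyb-2.2 by 1.02 (adjusted p = 0.012) and cyb-3 by 0.64 (adjusted p = 0.0066), and cyb-1 was at -0.45 (adjusted p = 0.13; another probe set was at -0.75, adjusted p = 0.044). The median of the 18 was -0.88 (camera adjusted p = 5.1e-09, adjusted p = 0.049 with an estimated correlation). In xpa-1 2 of the 18 rose and 16 did not pass (7 rose when adjusted over the list alone), with a median of 0.41 (camera adjusted p = 2e-05, adjusted p = 0.16 with an estimated correlation). In the batch-block fit 10 fell and 1 rose in nth-1;xpa-1 (camera adjusted p = 1.2e-08, adjusted p = 0.11 with an estimated correlation), and in xpa-1 limma called 0, with 6 up at an unadjusted p under 0.05 (camera adjusted p = 5.9e-05, adjusted p = 0.30 with an estimated correlation). The calls of cdk-1, cyb-2.1, cyb-2.2 and zen-4 did not pass without either N2 array or either nth-1;xpa-1 array (highest adjusted p 0.20, 0.14, 0.12 and 0.26), that of zen-4 also without nth-1 replicate 1 or 2, and that of cyb-3 without either N2 array or nth-1;xpa-1 replicate 2 (0.083).

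**Figure D3:**
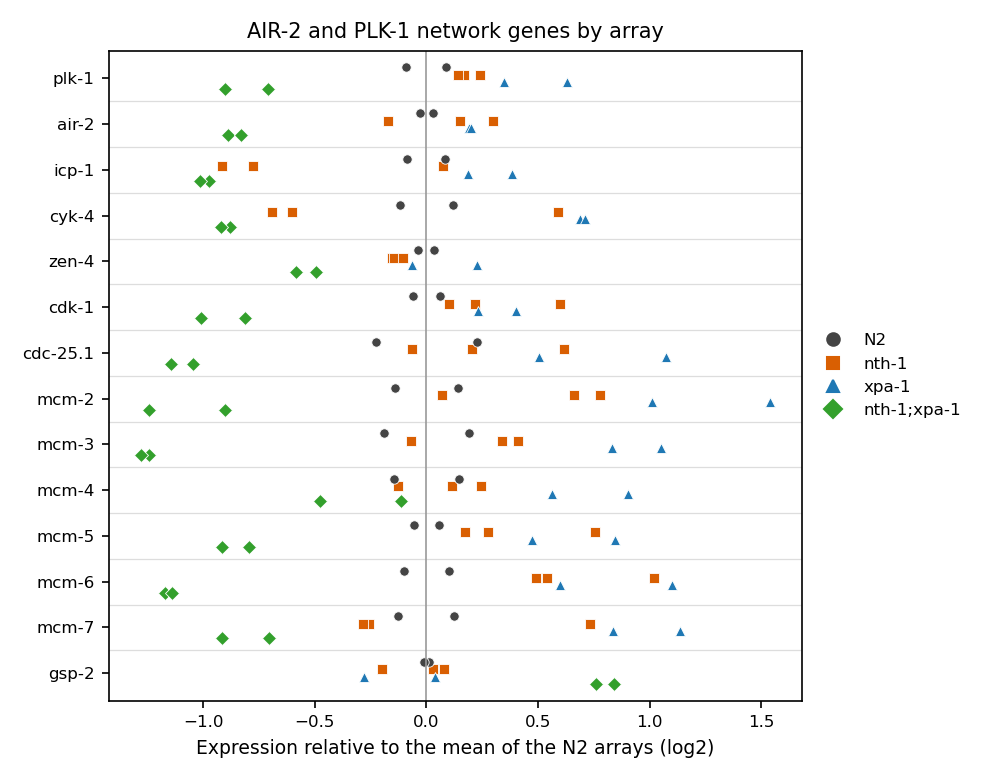
Expression of 14 genes of the AIR-2 and PLK-1 network in each of the 9 arrays, relative to the mean of the N2 arrays (log2, horizontal axis), with a point per array and a symbol per strain. The nth-1;xpa-1 arrays lie at -0.91 on average for cdk-1 and at 0.80 for gsp-2.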

The direction of the expression changes suggests that there is a concerted response that suppresses AIR-2 and PLK-1 signaling networks in the double mutant (Figure 6) that are consistent with published literature evidence: Plk-1 stimulates the activation of Cdk-1, several cyclin B proteins and a G2/M specific cyclin A through Cdc-25.1 [40]. The inner centromere protein (INCENP), ICP-1, coordinates cytokinesis and mitotic processes in the cell and integrates the PLK-1 and AIR-2 signaling at kinetochores. AIR-2 and PLK-1 regulate mitosis and cytokinesis through CYK-4 and ZEN-4 [41]. Downregulation of MCM2-7 could prevent firing of dormant replication origins which are often used when the transcriptional machinery is blocked or otherwise impaired [42]. Hence, the suppression of DNA metabolism suggested by the transcriptional signature reflects a concerted response. 

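The MCM genes encode the helicase that licenses replication origins. In nth-1;xpa-1 mcm-3 fell by 1.26 (log2, standard error 0.24, n = 2 and 2 arrays, adjusted p = 0.018 from limma), mcm-6 by 1.15 (standard error 0.24, adjusted p = 0.026) and mcm-5 by 0.86 (adjusted p = 0.045). The differences of mcm-2 (-1.07, adjusted p = 0.058), mcm-7 (-0.81, adjusted p = 0.15) and mcm-4 (-0.29, adjusted p = 0.40) did not pass. In xpa-1 mcm-2 rose by 1.27 (adjusted p = 0.03) and mcm-3 by 0.94 (adjusted p = 0.04, while another probe set was at 0.48, adjusted p = 0.12). For mcm-7 the brighter probe set was at 0.99 in xpa-1 (adjusted p = 0.085) and another rose by 1.76 (adjusted p = 0.023). The double mutant was below xpa-1 in mcm-2 (-2.34, standard error 0.29, adjusted p = 0.00094), mcm-3 (-2.2, standard error 0.24, adjusted p = 0.00057) and mcm-6 (-2.01, standard error 0.24, adjusted p = 0.00084). The falls of mcm-3, mcm-5 and mcm-6 did not pass without either N2 array or either nth-1;xpa-1 array (highest adjusted p 0.18, 0.26 and 0.20), that of mcm-5 also without nth-1 replicate 2, and the rises of mcm-2 and mcm-3 in xpa-1 not without either N2 or nth-1;xpa-1 array or xpa-1 replicate 2 (highest adjusted p 0.20 and 0.27), that of mcm-3 also not without xpa-1 replicate 1. Under the block by batch mcm-2 and mcm-3 were at 1.01 and 0.83 in xpa-1 (adjusted p = 0.15 and 0.17). From lower MCM transcripts the paper raises the possibility that the firing of dormant replication origins is prevented.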

In summary, there seems to be a two-tiered compensatory response to loss of DNA repair in *C. elegans*: While lack of either BER or NER results in activation of genes responding to endogenous stressors and suppression of ILS, lack of both BER and NER shifts the transcriptional response to reduction of proliferation and somatic preservation through modulation of AIR-2 and PLK-1 signaling networks.

**Figure 5.**
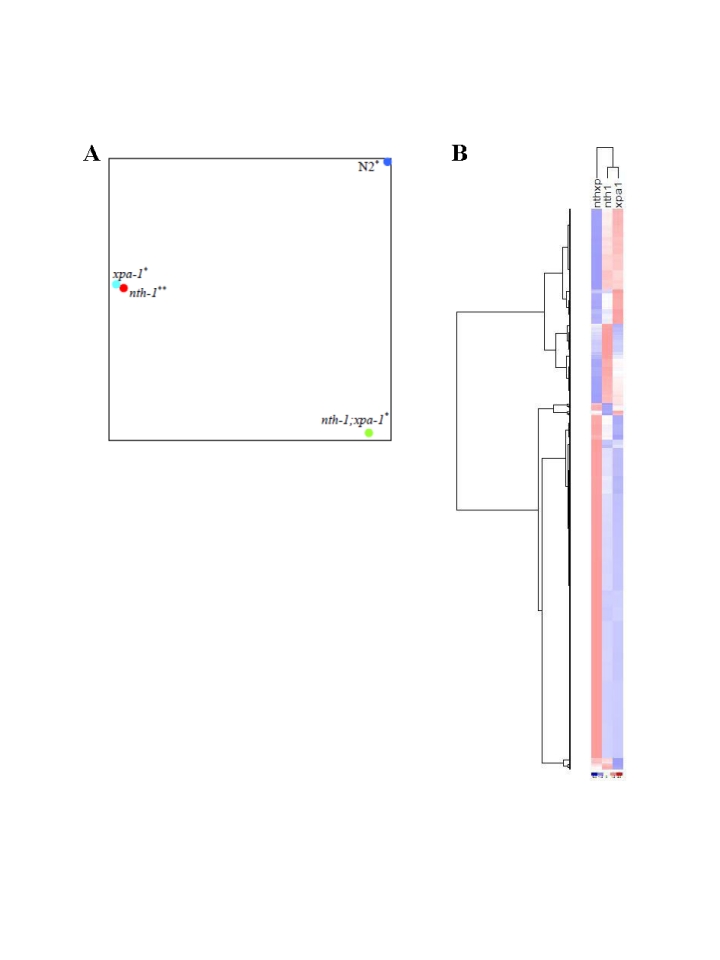
Comparative analyses of transcriptomes in DNA repair mutants. (**A**) The distance between respective mutants denoting the similarities or dissimilarities between *nth-1* (red circle), *xpa-1* (light blue circle), *nth-1;xpa-1* (green circle) and wild-type (blue circle) is shown using PCA. (**B**) Separation of the different mutant sample groups using Hierachical clustering.

**Table 1.** Regulation of DNA repair and DNA damage response genes in DNA repair mutants*. * Gene classifications were determined based on previous analyses in references [54] and from information presented in Wormbase (www.wormbase.org). # A selection of DNA repair and DNA damage response genes regulated in *nth-1;xpa-1*. + Fold-changes calculated from the comparative analyses presented in Supplementary Table 1, 3 and 4.

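In nth-1;xpa-1, 19 of the 34 genes of Table 1 fell and 15 did not pass the limma test (25 fell when adjusted over the list alone). The study chose these genes on these arrays, so the counts are not independent evidence. The nuclease-helicase gene dna-2 fell by 1.29 (log2, standard error 0.24, n = 2 and 2 arrays, adjusted p = 0.017), and dpl-1, the DP partner of E2F, by 1.00 (standard error 0.22, adjusted p = 0.031). The median of the 34 was -0.89 (camera adjusted p = 3.6e-12, adjusted p = 0.053 with an estimated correlation). In xpa-1 5 rose and 29 did not pass (9 up and 1 down when adjusted over the list alone), among them dpl-1 by 1.04 (standard error 0.22, adjusted p = 0.023), and the median was 0.51 (camera adjusted p = 1.3e-06, adjusted p = 0.16 with an estimated correlation). In nth-1 1 fell and 33 did not pass (limma called 0 when adjusted over the list alone, with 5 up and 3 down at an unadjusted p under 0.05), and the median was 0.08 (camera adjusted p = 0.06). Under the batch block 21 of the 34 fell in nth-1;xpa-1 and 4 rose in xpa-1, where dpl-1 was at 0.88 (adjusted p = 0.12). The falls of dna-2 and dpl-1 did not pass without either N2 array or either nth-1;xpa-1 array (highest adjusted p 0.16 and 0.23), and the rise of dpl-1 in xpa-1 not without these or xpa-1 replicate 2 (0.18).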

pathway		Gene^#^	Fold-change^+^			
*nth-1*	*xpa-1*	*nth-1;xpa-1*	
**DNA repair**	BER/NER	*exo-3*			-2,38	
	MMR	*exo-1*			-2,03	
		*mlh-1*		2,83	-2,23	
		*msh-2*		1,83	-1,94	
		*msh-6*		2,33	-1,9	
	HR	*dna-2*		1,85	-2,43	
		*rad-50*			-1,85	
	NHEJ	*mre-11*			-1,94	
		*cku-80*			-2,1	
	DSB	*cnb-1*			2,19	
		*crn-1*			-1,93	
		*polk-1*			-2,21	
		*polq-1*		2,45	-2,61	
	Helicases	*dog-1*		1,89	-1,91	
		*him-6*		2,95	-2,15	
		*wrn-1*			-1,97	
	Other	*rpa-1*			-2,03	
		*pcn-1*			-2,24	
		*dpl-1*		2,06	-2,01	
		*rfc-2*			-1,97	
**DNA Damage Response/Cell Cycle**		*air-2*		2,09	-1,9	
		*ani-2*		1,82	-2,21	
		*brc-1*			-1,85	
		*brd-1*			-1,99	
		*C16C8.14*		1,94	2,16	
		*cdc-14*			-2,16	
		*cdc-25.1*			-1,88	
		*gst-5*			-2,26	
		*hil-1*		-2,08	2,47	
		*hsr-9*		1,83	-1,98	
		*K08F4.2*			-2,19	
		*lin-35*			-1,9	
		*mdf-1*			-1,96	
		*pme-5*	1,96	2,69	-1,95	

**Figure 6.**
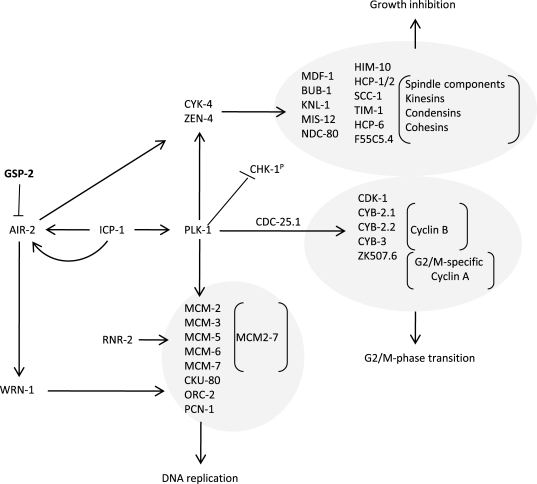
Somatic preservation through modulation of AIR-2 and PLK-1 signaling networks in * nth-1;xpa-1.* Genes encoding proteins known to stimulate AIR-2 and PLK-1 signaling are downregulated in* nth-1;xpa-1*: Plk-1 is known to stimulate activation of CDK-1, several cyclin B proteins and a G2/M specific cyclin A through CDC-25.1. Furthermore, PLK-1 and AIR-2 signaling coordinates cytokinesis and mitotic signaling at kinetochores via in the inner centromere ICP-1*, *regulates mitosis and cytokinesis through CYK-4 and ZEN-4, and could prevent firing of dormant replication origins via downregulation of MCM2-7. An inhibitor of AIR-2 activation, GSP-2*,* is one of the few upregulated genes**. **

### Depletion of NTH-1 and XPA-1 induces oxidative stress responses

Transcriptomic profiling strongly indicates that the *nth-1 *and *xpa-1* mutants experience oxidative stress. To experimentally validate whether loss of NTH-1 and XPA-1 induces oxidative stress, we took advantage of the established reporter strain CL2166, which expresses green fluorescent protein (GFP) under the control of the glutathione-S-transferase GST-4 promoter [32]. *gst-4* expression is upregulated in both *nth-1* and in *xpa-1* (2.31, and 2.01-fold respectively). 

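On the arrays gst-4 rose in xpa-1 by 1.00 on the log2 scale (standard error 0.18, n = 2 and 2 arrays, adjusted p = 0.013 from limma), a ratio of 2. In nth-1;xpa-1 gst-4 differed from N2 by 0.03 (adjusted p = 0.94), and from xpa-1 by -0.97 (standard error 0.18, adjusted p = 0.0043). The sum of the changes in the single mutants was not met in the double mutant, with an interaction of -2.17 (standard error 0.24, adjusted p = 0.00042). In xpa-1 the call of gst-4 ended without either N2 array or without xpa-1 replicate 2 (highest adjusted p 0.12, without N2 replicate 1), and with the batch as a block it was at 1.01 (adjusted p = 0.061).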

Whereas GFP is normally expressed in hypodermal muscle, GFP-fluorescence increases in the body wall muscles and translocates to the intestinal nuclei upon oxidative stress As expected, paraquat, which generates superoxide *in vivo*, increases the average number of GFP positive intestinal nuclei up to 46 compared to 15 in untreated animals (*p < 0.001*). Depletion of NTH-1 or XPA-1 by RNAi significantly increased the number of foci to 26 and 25, respectively (*p < 0.001*) (Figure 7), thus demonstrating that even transient depletion of NTH-1 or XPA-1 induces oxidative stress responses. Codepletion of NTH-1 and XPA-1 did not increase the number of intestinal GFP-positive foci. The *gst-4*::GFP reporter assay therefore experimentally validated the high throughput genomic results and confirmed that loss of NTH-1 or XPA-1, but not both, leads to oxidative stress and activation of oxidative stress responses.

**Figure 7.**
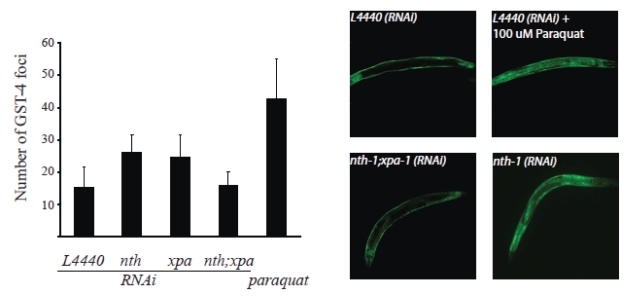
Oxidative stress is induced upon depletion of NTH-1 or XPA-1. The CL2166 reporter strain harbouring a GFP under the control of the *gst-4 *promoter was used to determine whether reduction of BER or NER, via *nth-1(RNAi)* and *xpa-1(RNAi) *respectively, or both pathways induces oxidative stress. A significant increase in GST-4 foci compared to the empty vector control (*L4440* (n = 97)) was observed in animals treated with RNAi against NTH-1 (n = 57) or XPA-1 (n = 95) *(p<0.0001)* using Student's *t*-test). Co-depletion of NTH-1 and XPA-1 (n= 46) did not give more GST-4 positive foci (*p = *0,507). GST-4 positive foci induced by paraquat (100 μM) was included as a positive control (n = 50).

### The transcriptional changes do not protect against exogenous acute stress

The expression profiling indicated that the transcriptional responses in the single-mutants are aimed at compensating for oxidative stress resulting from DNA-repair deficiency. The responses appear to be selectively tuned to compensate for endogenous stress. The down-regulation of other stress induced factors, such as the *hsp-16* family, may serve to prevent unsolicited activation of a full-blown stress response. Thus, we would not expect the DNA repair mutants to show resistance to oxidizing agents which is correlated with reduced ILS in *C. elegans* [8,30]. In agreement with previous reports, neither *xpa-1* [43], nth-1 [7] nor *nth-1;xpa-1* were hypersensitive to paraquat (data not shown). However, all mutants showed mild sensitivity to an acute exposure to another superoxide generating agent, juglone (Figure 8A) and mild heat-shock (data not shown). Hence, the upregulation of oxidative stress responses do not confer resistance to acute exogenous stress. These phenotypes are consistent with downregulation of genes responding to exogenous stressors as observed.

### Loss of NTH-1 restores normal lifespan in *xpa-1*

Reduced ILS induces longevity in *C. elegans* [44], but reduced ILS is also seen in segmental progeroid NER defective mice [21]. This apparent paradox can be interpreted as the reduced ILS in the DNA repair defective mice is part of a compensatory attempt to extend lifespan in organisms suffering from DNA damage associated stress. Thus, we were interested to test whether the reduced ILS in *nth-1* and *xpa-1* observed here was accompanied by reduced lifespan - or whether the compensatory response was sufficient to sustain normal lifespan. The lifespan of nth-1 was indistinguishable from the wild type, as was recently shown [7], whereas the *xpa-1* mutant displayed reduced lifespan compared to the wild type (mean survival of 14.5 and 17.3 days, respectively) (Figure 8B). In *C. elegans* therefore, as in mice, the challenges that loss of NER poses to the organism is more severe than loss of a single DNA-glycosylase. Our results demonstrate that this difference in challenge can be read out as a stronger activation of the antioxidant defense and reduction in ILS.

**Figure 8.**
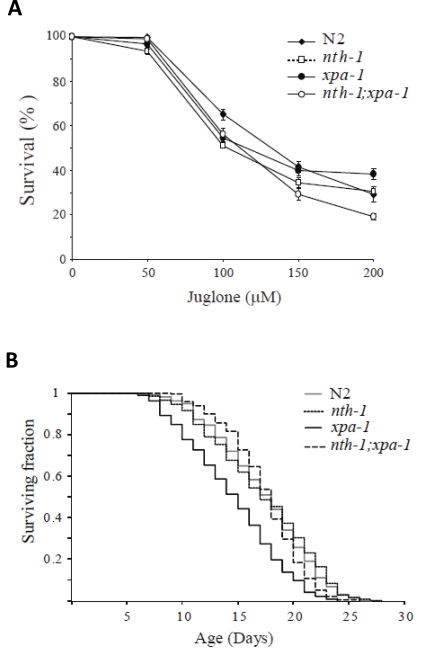
Compensatory responses specific for endogenous stressors. (**A**) Increase in the oxidative stress response do not confer resistance to juglone. Viability was scored as touch-provoked movement after 24 hour recovery from one hour exposure of young adults to juglone. Mean survival (+/- standard error of the mean) relative to untreated control was calculated from five independent experiments comprising a total of 250-350 animals.  (**B**) Lack of *nth-1* rescues the lifespan of an *xpa-1* mutant. Synchronized L4 larvae were placed on NGM plates at t = 0, incubated at 20°C, and transferred daily to fresh plates during the egg-laying period. The worms were monitored daily for touched-provoked movement; animals that failed to respond were considered dead. The *xpa-1* mutant shows a reduced lifespan compared to *nth-1* and *nth-1;xpa-1* and wild type, N2.

The *nth-1;xpa-1* double mutant has a more profound DNA repair defect and is expected to be unable to repair a much wider spectrum of DNA lesions. If the accumulation of DNA damage itself is the bigger lifespan reducing challenge in xpa-1, we would expect nth-1;xpa-1to be more severely affected. Interestingly, normal lifespan was restored in *nth-1;xpa-1* with a mean survival of 17.4 days. One possible interpretation of these results is that the oxidative lesions most relevant for aging are those that are normally repaired by NER, but are attempted processed by BER in the absence of the preferred repair pathway.

## Discussion

Mutants in DNA glycosylases generally have weak phenotypes. This has been explained by the existence of backup enzymes with overlapping substrate specificities. Here we present data that reveal additional explanations to how wild type phenotypes and lifespan are maintained in animals that lack a DNA glycosylase.

### Oxidative stress induced in DNA repair mutants

Here we present the first comprehensive report describing compensatory transcriptional responses to loss of base excision repair genes in animals. Using a well established transgenic reporter assay, we show that transient depletion of NTH-1 and XPA-1 by RNAi induces oxidative stress, thus it seems likely that this initiates transcriptome-modulation in the mutants. We show that lack of the NTH-1 and XPA-1 enzymes are accompanied by upregulation of oxidative stress responses tuned towards endogenous stressors. This is in agreement with identification of a focused compensatory response to BER intermediates (AP-sites and strand breaks) previously shown in *S.cerevisiae*, where the transcriptional responses differed from the common environmental stress response or the DNA damage signature [45]. A DNA-damage dependent ROS response to unrepaired oxidative DNA damage was previously demonstrated in *S. cerevisiae* BER and NER mutants [46]. Interestingly, no indication of oxidative stress or increased expression of oxidative stress response genes was observed in a mutant lacking both NTH-1 and XPA-1. This transcriptomic shift argues against a DNA-base damage dependent activation of oxidative stress responses, but instead indicates that the DNA repair enzymes mediate signaling to activate stress response pathways. Although the upstream signaling events in the *nth-1;xpa-1* double mutant remain to be elucidated, the modulation of AIR-2 and PLK-1 interaction networks may be a consequence of absence of DNA repair enzyme-mediated signaling of transcription blocking lesions. Alternatively, the extensive new synthesis of histone genes suggests that signaling involves chromatin dynamics in the absence of the global genome damage binding proteins, NTH-1 and XPA-1.

The biological significance of transcriptome modulation seen here is confirmed by the DNA repair mutants showing a mild sensitivity to oxidizing agents. It seems likely that the downregulation of the *hsp-16* family and *ftn-1* contributes to the higher sensitivity to juglone in *xpa-1* and *nth-1*, particularly as it is unlikely that a short acute exposure to oxidizing agents (or heat-stress) may lead to DNA-damage mediated toxicity on organismal level.

### Conserved compensatory responses to BER and NER deficiency

Few systematic studies have been performed to look at transcriptomic changes in BER mutant animals and none, to the best of our knowledge, have compared mutants in BER and NER.

A study on gene expression profiling in BER- or NER-defective mutant *S. cerevisiae* showed transcriptional changes in mutants defective in both pathways after treatment with hydrogen peroxide [22], but not in the double mutant. Instead, transcriptome changes in the BER/NER defective strain were already elicited from unrepaired spontaneous DNA damage [23]. To test the generality of our finding, we re-analyzed the baseline data sets from *S. cerevisiae* BER (Ntg1, Ntg2, and Apn1 deficient), NER (Rad1 deficient) and BER/NER defective mutants. We performed GO enrichment analysis on expressed transcripts in the individual strains (Supplementary Table 5). This analysis showed that BER-defective cells had few expressed transcripts and only one enriched GO process, DNA replication (*p< 0.05*). Informative enriched GO processes found only in the NER defective strain include transcription regulation, ubiquitin dependent protein degradation, sister chromatid segregation, and cell communication (*p < 0.01*). The BER/NER and NER defective cells share many enriched GO clusters and show 38% overlap of individual expressed transcripts. Enriched GO processes found only in the BER/NER mutant include DNA repair, DNA packaging, response to DNA damage stimulus, and cell-cycle checkpoint. Regulation of RNA polymerase II transcription was not enriched in the BER/NER mutant. Therefore, the main conclusions drawn here from BER, NER and BER/NER deficient *C. elegans*, resemble those previously seen in *S. cerevisiae* [22,23,45]: i) BER mutants show transcriptomic changes. ii) Loss of NER induces more substantial transcriptional responses than BER involving modulation of RNA metabolism and regulation of transcription iii) Loss of BER in the NER mutant shifts the response to regulate processes that maintain DNA integrity.

### Reduced mean lifespan in *xpa-1(ok698)*

The first *xpa-1* mutant identified,*rad-3(mn159)*, was reported to have a near-normal lifespan [15] but there are conflicting reports on the lifespan of *xpa-1(ok 698)* allele ranging from normal [43] to a maximum lifespan of 15 days compared to 25 days in the wild type [17]. Here, we show a moderate reduction of lifespan in *xpa-1*. We did therefore not anticipate that the XPA-1 mutant would display a transcriptional profile resembling that of the segmental progeroid NER defective mice [19]. Nevertheless, the reduced lifespan is entirely consistent with the transcriptional changes observed. A recent transcriptomic signature of *Xpa^-/-^* mouse dermal fibroblasts shows that suppression of ILS and activation of oxidative stress responses is also seen in DNA repair mutants that do not exhibit accelerated aging [47]. In support of this, GO enrichment analysis, performed as part of the present study, on the differentially expressed genes in *Xpa^-/-^* mice [21] showed enrichment of genes that regulate lifespan. Hence, the transcriptomic changes in NER mutants are conserved.

However, the consequences of loss of XPA-1 appear more severe in *C. elegans* compared to mice, both with respect to transcriptional regulation and lifespan. This might indicate that *C. elegans* XPA-1 contributes to repair of spontaneous DNA damage. The 13-fold elevated mutation accumulation rate in *xpa-1* compared to 7-fold in *nth-1* [9], supports this possibility.

## Concluding remarks

Based on a large body of evidence indicating that persistent transcription-blocking DNA damage cause attenuation of ILS and activation of oxidative stress responses [18-20,47], it is reasonable to speculate that the transcriptome modulation in the *xpa-1* mutant reflects accumulation of transcription blocking DNA lesions. That similar changes are seen in the *nth-1* mutant suggests that such transcriptomic shifts may be a general strategy for survival in DNA repair mutants. Since BER is the main pathway for repair of endogenous oxidative lesions, this lends further support to the notion that oxidative DNA damage contributes to these phenotypes. However, few known BER substrates are recognized as being transcription blocking and cyclopurines, that are often mentioned in this context [47], are NER substrates [48]. The qualitatively different responses in the double mutant support a model where the NTH-1 and XPA-1 enzymes themselves take part in the signaling events that result in activation of responses tunes to compensate for endogenous stress and suppression of ILS. We hypothesize that binding or inefficient processing of oxidative damage relevant to aging in the absence of the preferred repair pathway leads to formation of transcription blocking structures or signaling inter-mediates. The restoration of normal lifespan upon deletion of NTH-1 supports this hypothesis and strongly suggests that inefficient BER-mediated processing of lesions normally repaired by NER, results in intermediates that pose a lifespan-reducing challenge.

## Materials and methods

Strains and culture conditions. All strains were maintained at 20^o^C as described [49].  The wild-type Bristol N2, *nth-1(ok724)*, *xpa-1(ok698)* and the transgenic strain CL2166 (*dvIs19[pAF15(gst-4::GFP::NLS*) were all kindly provided by the Caenorhabditis Genetic Center (University of Minnesota, St Paul, MN, USA). The double mutant *nth-1(ok724)*; *xpa-1(ok698)* was generated for this work. All strains were backcrossed 3-4 times immediately ahead of the experiments.

RNA isolation and microarray processing. Mixed stage populations of N2, *xpa-1*, *nth-1* and *nth1;xpa-1* were reared at 20°C on HT115(DE3)-seeded on NGM plates (30 plates per replicate, 3 replicates per strain) until the nematodes had cleared the plates of food.  Worms were washed off with S-medium, left to digest remaining food in the gut, and washed 3 times before pelleting and suspended in TRIZOL and frozen at -80°C.  Total RNA isolation was then performed by standard procedures (Invitrogen). Synthesis of double stranded cDNA and Biotin-labeled cRNA was performed according to manufacturer's instructions (Affymetrix, Santa Clara, CA, US). Fragmented cRNA preparations were hybridized to the Affymetrix GeneChip *C. elegans* Genome Arrays on an Affymetrix Fluidics station 450. Data deposit footnote: GSE16405.

Data and statistical analysis. The processing and primary data analysis was performed in DNA-Chip Analyzer (dChip) (http://biosun1.harvard.edu/complab/dchip/) where normalization (invariant set), model-based expression correction (PM-only model), comparative analysis, PCA and Hierachical clustering was conducted. XLStat (Excel) was used for linear regression analysis. Enriched GO clusters were analysed using Cytoscape [50], in conjunction with the plug-in system BiNGO [51] in addition to DAVID (http://niaid.abcc.ncifcrf.gov) [52,53]. The Hyper-geometric Test with Benjamini-Hochberg False Discovery Rate Correction was chosen for both the analyses [51]. Functional interaction networks were generated using the online browser FunCoup [54].

*gst-4 *::GFP  expression. RNAi feeding constructs in the pL4440 vector harbouring the NTH-1 and XPA-1 open reading frames were generated by Gateway Technology and transformed into *E. coli*  HT115(DE3). NGM plates containing 2 mM IPTG seeded with bacteria expressing the empty vector control L4440 or *nth-1*(*RNAi),xpa-1(RNAi)* individually or in combination were activated at 37°C for one hour and left to cool to room temp before the CL2166 reporter strain was added.  Plates containing 100 μM paraquat (Sigma) were used as positive control. All plates were incubated at 20°C for 2 days before quantification of GST-4 foci on a Nikon eclipse Ti microscope.

Sensitivity to oxidising agents. The sensitivity to the superoxide-generating compound juglone (Sigma) was performed as previously described [55]. Briefly, young adults were exposed to juglone dissolved in M9 buffer for 1 hour in liquid culture. Viability was scored as touch-provoked movement after a 24h recovery period at 20**°**C on NGM plates seeded with OP50.

Lifespan determination. Assessment of lifespan was performed essentially as described [56].  Briefly, synchronized L4 larvae were placed on NGM plates at t = 0, incubated at 20**°**C, and transferred daily to fresh plates during the egg-laying period. The worms were monitored daily for touched-provoked movement. Triplicates comprising 10 plates containing at least 10 worms per plate were performed for each strain. Kaplan-Meier survival distributions were generated and Wilcoxon's log rank test was used to assess significance.

Comparisons with published microarray and Real-Time PCR data. Our datasets were compared to data from van der Pluijm et al. [21]: Significantly differentially expressed transcripts found in *Xpa^-/-^* compared to wild type mice were extracted and translated into corresponding *C. elegans* orthologs (using NetAffx, http://www.affymetrix.com/analysis/index.affx). These orthologous set of genes were analysed using Cytoscape [50] to find enriched GO Biological Processes.

Next, we compared our results to datasets generated by  Evert et al. from untreated wild type, BER, NER and BER/NER *S. cerevisiae* mutants [51]. Cytoscape was used in order to get a comprehensive overview of enriched Biological Processes in each individual sample group. Also, using dChip, expressed transcrips from each sample group were re-analysed in a comparative analysis giving a list of differentially expressed transcripts with a fold-change ≥2 between wild type and mutant cells. In dChip, replicates were combined and a mean signal value was calculated prior to the comparative analysis. These fold-change lists were then imported into Cytoscape for GO enrichment analysis.

Finally, we extracted genes found to be significantly differentially expressed in the *aqp-1* compared to the wild type in a Real-Time PCR data set from a recent paper by Lee et al. [51] and compared these to our data set.

## Supplementary data

Supplementary Figure 1 Network analysis of downregulated genes within the enriched GO clusters in *xpa-1p.*

Supplementary Figure 2 Hierarchical clustering between the transcriptomic profiles of N2, */nth-1,/ /xpa-1/*, and */nth-1;xpa-1/.*

Supplementary Table 1 Comparative results from wild type N2 vs *nth-1*.

Supplementary Table 2 Overlapping genes in *aqp-1* and *nth-1* and *xpa-1.*

Supplementary Table 3 Comparative results for wild type N2 vs. *xpa-1.*

Supplementary Table 4 Comparative results for wild type N2 vs. *nth-1;xpa-1.*

Supplementary Table 5 Gene Ontology classes enriched in BER mutant from Evert et al. 2004. Gene Ontology classes enriched in NER mutant from Evert et al. 2004. Gene Ontology classes enriched in BERNER mutant from Evert et al. 2004. Gene Ontology enriched classes unique to each mutant from Evert et al. 2004.

# Supplementary material for: A Two-tiered compensatory response to loss of DNA repair modulates aging and stress response pathways
**Source:** Aging (Albany NY). 2010 Mar 29;2(3):133–59. doi: 10.18632/aging.100127
**Supplement:** Supplementary Table 2

| **Genes** | **Description** | ***xpa*-*1*** | ***nth-1*** | ***aqp-1*** |
| --- | --- | --- | --- | --- |
| *ins-7* | insulin-like peptide | -8,80 | -3,00 | 1,99 |
| *lys-7* | an antimicrobial lysozyme | -3,36 | -3,40 | 2,09 |
| *hsp-12.6* | small heat shock protein | <1,8 (- regulated) | <1,8 (negatively regulated) | 2,16 |
| *spp-18* | SaPosin-like Protein family | -4,06 | -2,54 | 2,38 |
| *F46B6.8* | triglyceride lipase-cholesterol esterase | -3,34 | -3,43 | 2,43 |
| *T24C4.4* | unknown | -2,39 | <1,8 (similarly regulated) | 2,66 |
| *mtl-1* | copper-binding (detoxifying) metallothionein | -2,42 | -2,53 | 4,41 |

**Supplementary Table SII:** Overlapping genes in *aqp-1* and *nth-1* and *xpa-1.*

Genes found to be significantly differentially expressed in an *aqp-1* mutant, as analyzed in [40], were extracted and compared to transcripts in our microarray data set for *nth-1* and *xpa-1*. 

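In xpa-1, 6 of the 7 genes fell and 1 did not pass the limma test, over all probe sets and when adjusted over the list alone. The saposin-like gene spp-18 fell by 2.06 (log2, n = 2 and 2 arrays, adjusted p = 0.018), lys-7 by 1.74 (adjusted p = 0.017) and mtl-1 by 1.27 (adjusted p = 0.045), while hsp-12.6 was at -0.37. The median of the 7 was -1.74 (camera adjusted p = 8.8e-05, adjusted p = 0.24 with an estimated correlation). In nth-1;xpa-1, where aqp-1 differed from N2 by 0.66 (standard error 0.32, adjusted p = 0.24), 1 rose, 2 fell and 4 did not pass, also over the list alone, with a median of -0.31 (camera adjusted p = 0.26). Without either N2 array the calls of spp-18, lys-7 and mtl-1 in xpa-1 ended (highest adjusted p 0.12, 0.12 and 0.22), as they did without xpa-1 replicate 1, those of lys-7 and mtl-1 also without xpa-1 replicate 2, and that of mtl-1 also without nth-1 replicate 2 or either nth-1;xpa-1 array, and with the batch as a block 3 of the 7 fell in xpa-1 (camera adjusted p = 1.7e-05, adjusted p = 0.30 with an estimated correlation), lys-7 and mtl-1 not among them (adjusted p = 0.072 and 0.12).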

All 7 transcripts are regulated in a similar direction in the *xpa-1* mutant and 6 out of 7 in the *nth-1* mutant, as AQP-1 is upregulated here and absent in *aqp-1*.

How the deposited data were processed for this re-analysis (not part of the article)

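The data are 1 table of 22625 probe sets in 9 arrays of RNA from mixed-stage populations of 4 C. elegans strains: N2 (2 arrays), nth-1 (3), xpa-1 (2) and nth-1;xpa-1 (2). The authors normalized the arrays to an invariant set in dChip and computed model-based expression values from the perfect-match probes, and the values are deposited as log2 expression values. The version of dChip is not stated. The values run from 0 to 14.55, with array medians of 7.43 to 7.68. No raw array files were used.

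The 77 control probe sets were left out of the tests, which leaves 22548. Of these 20766 carry 1 gene symbol, 887 several and 895 none, and the symbols cover 17118 genes with a probe set of their own. Gene IDs of 20701 probe sets were found in the RefSeq table of the assembly GCF_000002985.6 (WBcel235), which was used for names and for the order of genes beside xpa-1 and nth-1. Where several probe sets measure a gene alone, the one with the highest mean over the 9 arrays stands for it. In the comparison with the folds of Table 1, the one with the largest fold in that strain was taken instead.

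Strains were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend of the variance on the mean), in 1 fit with a coefficient per strain and 5 residual degrees of freedom, with Benjamini-Hochberg adjustment over 22548 probe sets and a threshold of 0.05. The comparisons are each mutant with N2, nth-1;xpa-1 with each single mutant, xpa-1 with nth-1, and the interaction, which is the change in nth-1;xpa-1 minus the sum of the changes in nth-1 and xpa-1. Folds are the ratio of arithmetic means of unlogged values, written with a minus sign where the mutant is lower. This form was chosen by comparison with the supplementary tables, whose values it meets within 0.05 log2 in 97.7% (nth-1), 99.2% (xpa-1) and 99.4% (nth-1;xpa-1) of the listed probe sets.

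In total 38 gene lists were fixed before the data were examined: replication, mitosis, DNA repair, meiosis, oocyte and maternal genes, germ line proliferation, vitellogenins, histones, major sperm proteins, other sperm genes, male genes, muscle, neurons, FMRFamide-like neuropeptides, insulin-like peptides, kinases and factors of insulin/IGF-1 signaling, dod genes, TOR pathway, dauer and L1 arrest, fasting and lipid metabolism, antioxidant enzymes, chaperones, small heat shock proteins, the unfolded protein response, proteasome, F-box proteins, intestinal proteases, astacins, innate immunity effectors, C-type lectins, UDP-glucuronosyl transferases, cytochromes P450, collagens, molting genes, ribosomal proteins, and the paper's Table 1, Supplementary Table 2 and AIR-2 and PLK-1 network. The study had chosen its Table 1 and its AIR-2 and PLK-1 network on these same arrays. Lists of heme uptake genes and of vitamin B12-dependent enzymes were added after the values were seen. Lists were tested with limma's camera, with a preset correlation of 0.01 and with an estimated one, adjusted over the lists within a comparison, and their members also with the adjustment over the list alone.

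Genes are named in the text by 3 rules: every gene the paper names in its results, Table 1 or Supplementary Table 2, whose values had been seen in the paper; per mutant the 5 largest rises and 5 largest falls that passed the test with every mutant array beyond every N2 array; and per list and comparison up to 4 members that passed with the largest changes. Genes on either side of xpa-1 and nth-1 and the members of the added lists were named after the values were seen.

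Arrays were assigned to 2 batches by the level of the hybridization control BioC, a grouping found in the data, and the comparisons were repeated with the batch as a block and within batches. Only xpa-1 has arrays in both batches, so the block rests on the difference between its 2 arrays. The effect of shared N2 arrays on the correlation of folds was estimated with 100 simulations of unchanged strains, with the spread of each probe set pooled over the strains. Other alternatives were quantile normalization, adding 32 before the logarithm, leaving out the variance trend, keeping probe sets above the 40th percentile, the replicate number as a block, fitting each pair of strains alone, and leaving out each array in turn. On simulated data with 100 changed probe sets at each size, limma recovered 23, 12 and 13 at 1.8-fold and 89, 92 and 91 at 4-fold in designs like nth-1, xpa-1 and the double mutant against N2, with 5, 7 and 5 false calls. In the same simulations 202, 315 and 298 unchanged probe sets reached 1.8-fold. The copies of Supplementary Tables 1, 3 and 4 at hand hold 1998 lines of 2074, 2815 and 2787, so no overlap with them was tested. GO annotation, survival data and the mutation data were not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.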

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

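The tests of explanations in this part were chosen after the patterns had been seen; the interaction and the lists other than the heme list were set before.

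The change in nth-1;xpa-1 differed from the sum of the changes in nth-1 and xpa-1 in 8888 probe sets (5193 up and 3695 down, limma interaction), in 8057 (4021 up and 4036 down) after quantile normalization, and in 1429 with the batch as a block. The mitosis genes had an interaction median of -1.31 (1 up and 47 down, adjusted p = 0.074 with an estimated correlation; 9 down with the batch as a block), and the medians of the mitosis, replication, repair, meiosis, oocyte and germ line lists were below 0 in nth-1;xpa-1 and above 0 in xpa-1, where the adjusted p of these lists with an estimated correlation was 0.16 to 0.46. Hybridization batch is argued against for the falls, since all 6 lists had medians below 0 in nth-1;xpa-1 within the batch that holds both arrays of it and of N2, while for the rises in xpa-1 batch cannot be told apart, since all 6 had medians above 0 there but in xpa-1 replicate 1 alone. Fewer oocytes and embryos in the nth-1;xpa-1 population could account for part of it. The median of the oocyte and maternal genes minus that of the repair genes was -0.16 (bootstrap standard error 0.07). The repair genes as a whole lay 0.02 (standard error 0.10) from the meiosis genes. Both lists hold rad-51, brc-2 and chk-2, and the meiosis list fell too, so this difference cannot separate germ line content from regulation. The sperm lists went the other way in nth-1;xpa-1, with medians of 0.49 for major sperm proteins and 0.44 for other sperm genes. Regulation within each cell was not separated from the makeup of the mixed-stage populations, so what lowers these genes remains open.

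Heme uptake and transport genes, which the paper does not discuss, were higher than in N2 in both single mutants, with a list median of 3.04 in nth-1 and 2.56 in xpa-1 (5 of 7 up in each), and -5.40 in the interaction; with the batch as a block 3 of 7 rose in nth-1 (median 2.35) and 4 of 7 in xpa-1. Hybridization batch cannot be told apart, since the median of 2.24 in xpa-1 with the batch as a block rests on xpa-1 replicate 1, the only array of a single mutant in the batch of N2, while low values in the shared N2 arrays are argued against by a median of 0.03 in nth-1;xpa-1. Less food could raise such genes, and the fasting genes had medians of 0.22 in nth-1 and 0.30 in xpa-1, with members that went both ways, so this cannot be told apart. Populations were grown until the plates were cleared of food, and the strains may have differed in how long they had been without it.

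The nth-1 replicate 3 array lay far from nth-1 replicates 1 and 2 (distance 104.1 at most, against 43.3 between these). Another hybridization batch cannot be told apart, since its BioC level of 8.28, beside 8.20 to 8.29 in its batch, is what assigned it there. An array of another strain is argued against by aqp-1 at 4.80 above the N2 mean, as in the single mutants, with the xpa-1 transcript at -0.22. Another mix of stages and germ line could explain it, since 7 of 8 stage and germ line lists lay farther from replicates 1 and 2 than these from each other, but so did 22 of 30 other lists (Fisher's exact test, p = 0.38), so this cannot be told apart from a change in all lists.

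A difference between strains in a direct test also brought up these values: FMRFamide-like neuropeptide genes had an interaction median of 2.40 (22 of 25 up, limma, adjusted p = 0.40 from camera with an estimated correlation), and proteasome subunit genes of -1.19 (29 of 33 down, limma, adjusted p = 0.24 with an estimated correlation). Under the block by batch these were 1.38 (1 up) and -0.96 (1 down).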

How the results depend on the processing

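The alternatives fitted with the BioC batch, and within each batch, were chosen after the values were seen; the others were set before. The count of probe sets past the threshold in nth-1 against N2 was 1229 above the 40th percentile, 1012 with only these 2 strains in the fit and 97 with the batch as a block, and in xpa-1 4095 with only 2 strains, 757 with the batch as a block and 8565 within the batch of 5 arrays. For nth-1;xpa-1 against N2 it was 9859 with only 2 strains and 9836 within the batch of 5, against xpa-1 12494 within the batch of 5, and against nth-1 1077 with the batch as a block. For xpa-1 against nth-1 limma gave 3 above the 40th percentile, 1 with only 2 strains, 2 with the batch as a block and 0 within the batch of 4 (393 at an unadjusted p under 0.05), where xpa-1 has 1 array, so that this last count says little. The interaction count was 1429 with the batch as a block.

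Leaving out 1 array gave 232 to 6061 (nth-1), 245 to 6443 (xpa-1), 135 to 5910 (nth-1;xpa-1), 3787 to 11310 (nth-1;xpa-1 against xpa-1), 3293 to 11396 (against nth-1), 2 to 1173 (xpa-1 against nth-1) and 5858 to 12021 (interaction). The lowest came without N2 replicate 1 or 2 for the mutants against N2 and the highest without nth-1 replicate 3. Where 1 array of a strain remains, it is assumed to vary like the others.

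With the replicate number as a block the counts were 5072, 5422 and 5047 for nth-1, xpa-1 and the double mutant against N2 and 818 for xpa-1 against nth-1. The numbers do not pair the samples. Only nth-1 has a replicate 3, so this block gives that array a term of its own and takes it out of the comparisons. Leaving the array out gave 6061, 6443, 5910 and 1173. The vitellogenin median in nth-1 was 0.24 under this block, and 135 named gene comparisons passed.

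Squared correlations of folds were, for nth-1 and xpa-1, 0.647 over all probe sets; for nth-1;xpa-1 and xpa-1, 0.0646 above the 40th percentile, 0.000423 over all probe sets and 0.149 to 0.292 when 1 array was left out; and for nth-1;xpa-1 and nth-1, 0.0672, 0.0105 and 0.133 to 0.275, and 0.305 on the log2 scale. The ratio of distances was 0.732 scaled, 0.676 on linear values, 0.715 after quantile normalization, 0.669 above the 40th percentile, 0.673 within the batch of 5 and 0.668 to 0.708 when 1 array was left out.

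Of the list and comparison pairs 58 passed camera, and 3 with an estimated correlation. Among the 3 is the AIR-2 and PLK-1 network in nth-1;xpa-1, which the study chose on these arrays. That list and Table 1, chosen in the same way, were adjusted together with the others, so the tally is not independent evidence. Among lists that passed camera in either fit, medians that changed sign with the batch as a block were muscle in xpa-1 (-0.07), collagens (-0.12), fasting (-0.15) and major sperm proteins (-1.44) in nth-1. When 1 array was left out, medians ran from -0.07 to 0.49 (muscle, xpa-1), -0.12 to 0.25 (collagens, xpa-1), -0.01 to 0.03 (ribosomal proteins, nth-1), -1.07 to 0.45 (major sperm proteins, xpa-1), -0.02 to 0.31 (meiosis, nth-1) and -0.21 to 0.24 (vitellogenins, nth-1). Named gene comparisons past the threshold were 79, and 9 to 141 when 1 array was left out.

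Over all lists 970 of 1026 values kept their direction and side of the threshold when 1 array was left out, 107 of 114 after quantile normalization and 95 of 114 with the batch as a block (4 with another sign); over named genes 3908 of 5202, 541 of 578 and 402 of 578 did, and 170 calls ended with the batch as a block. The cause of these changes was not tested. Signal near background limits the folds at low expression, and the 2 arrays of N2 limit every comparison with it.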

Differences from the paper's values

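Of 82 values the paper states, 18 differ from those computed here. A fold or squared correlation was counted as different where the signs differ or the gap exceeds the SD between values from single arrays, and a count where it is more than 1.5 times the other. By this rule some visible gaps are not counted, such as a squared correlation of 0.94 in the paper against 0.8 here (SD 0.148). The first squared correlation is 0.96 in the paper and 0.8 here between nth-1 and xpa-1; of the alternatives set before the data were examined, 0.891 without nth-1 replicate 3 and 0.91 on the log2 scale lie within the SD of 0.148 from the paper's value, though still below it, and the others do not.

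In Table 1, folds that differ are, for air-2, 2.09 (the paper, xpa-1) against 1.14 here and -1.9 (the paper, nth-1;xpa-1) against -1.82 here, the latter within the SD of 0.0534 at -1.85 after quantile normalization, without nth-1;xpa-1 replicate 2 or without N2 replicate 2. The paper's text gives -1.83 for air-2 in nth-1;xpa-1. For cdc-25.1 the paper gives -1.88 and the value here is -2.16, with no difference without N2 replicate 2 (-1.83). For gst-5 the paper gives -2.26 and the value here is 1.08, and -1.07 without nth-1;xpa-1 replicate 2 has the paper's sign but is close to no change. It is not counted as different only because the single-array folds have opposite signs, which widens their SD to 1.61.

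Where a gene of Table 1 has several probe sets, the value here is from the one with the largest fold in that strain, not the brightest. For cdc-14 in nth-1;xpa-1 the probe sets ran from -0.62 to 1.11 (log2), with 0.20 on the brightest. For lin-35 the brightest was at -0.69 in nth-1;xpa-1, and for hsr-9 at 0.51 in xpa-1. For the other folds that differ, no alternative of processing closes the difference. In nth-1;xpa-1 these are ani-2 (-2.21 in the paper, -1.89 here), brc-1 (-1.85 in the paper, -2.22 here), brd-1 (-1.99 in the paper, -1.84 here), C16C8.14 (2.16 in the paper, -2 here), cdc-14 (-2.16 in the paper, 2.16 here), hil-1 (2.47 in the paper, 1.12 here), hsr-9 (-1.98 in the paper, -1.38 here), K08F4.2 (-2.19 in the paper, 1.13 here), lin-35 (-1.9 in the paper, -2.2 here) and pme-5 (-1.95 in the paper, 1.31 here). In xpa-1 they are C16C8.14 (1.94 in the paper, -1.47 here), hsr-9 (1.83 in the paper, 2.66 here) and pme-5 (2.69 in the paper, 2.19 here). Several printed values for nth-1;xpa-1 lie near the value here of the gene on the next line. Examples are -2.21 for ani-2 beside -2.22 for brc-1, -1.85 for brc-1 beside -1.84 for brd-1, and 2.16 for C16C8.14 beside 2.16 for cdc-14.

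A match was counted within a tolerance of 0.03 on any probe set of the gene. The folds in the DNA repair part of Table 1 match the gene of their own line in 7 of 8 values in xpa-1 and 20 of 20 in nth-1;xpa-1. Those in the DNA damage response part match their own gene in 0 of 6 and 0 of 14, and the gene of the next line in 2 of 5 and 8 of 13. Values printed 1 line off in that part would give many of the differences listed above for its genes, but this was not settled.

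The paper states that more probe sets were lower than higher in nth-1;xpa-1, while at the same threshold 1518 were higher and 1178 lower here. The part of its own supplementary table at hand lists 1137 higher and 861 lower.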

Other observations

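The tests of the lists fixed beforehand and that of the iron genes were set before the values were seen. The heme and vitamin B12 lists, the fits with the batch and the test of the genes beside xpa-1 came after. Of 25 genes of FMRFamide-like neuropeptides, which modulate locomotion and feeding, 3 fell and 22 did not pass in nth-1 (9 fell when adjusted over the list alone), with a median of -0.57 (camera adjusted p = 0.0076, adjusted p = 0.77 with an estimated correlation, and 0.089 at the preset correlation without nth-1 replicate 1), and 8 fell and 17 did not pass in xpa-1 (14 when adjusted over the list alone), with a median of -1.03 (camera adjusted p = 2e-05, adjusted p = 0.46 with an estimated correlation). In nth-1;xpa-1 limma called 0, with 11 up at an unadjusted p under 0.05 and 5 over the list alone, and the median was 0.75. With the batch as a block limma called 0 in nth-1, with 3 down at an unadjusted p under 0.05 (median -0.34, camera adjusted p = 0.57), and 1 fell in xpa-1 (median -0.78, camera adjusted p = 0.00097, adjusted p = 0.59 with an estimated correlation). The gene flp-1 fell in nth-1 by 3.23 (standard error 0.55, adjusted p = 0.0095, and 0.094 without N2 replicate 1) and was at -2.73 (adjusted p = 0.43) with the batch as a block, and its interaction was 6.95. Of 31 muscle genes 5 rose in nth-1;xpa-1 (7 over the list alone, median 0.48, camera adjusted p = 4e-05, adjusted p = 0.24 with an estimated correlation), and 6 with the batch as a block (camera adjusted p = 2.3e-05, adjusted p = 0.11 with an estimated correlation). Among the 5 that rose are the myosin gene myo-3 by 1.67 (adjusted p = 0.013, and 0.12 without N2 replicate 1) and the troponin gene tnt-3 by 1.5 (adjusted p = 0.009, and 0.096 without nth-1;xpa-1 replicate 2). Of 35 neuronal genes 3 rose in nth-1;xpa-1, also over the list alone (median 0.31, camera adjusted p = 0.00066, adjusted p = 0.47 with an estimated correlation).

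In nth-1 against N2, 10 of 147 collagen genes rose and 2 fell (8 and 2 over the list alone, median 0.15, camera adjusted p = 0.00076, adjusted p = 0.63 with an estimated correlation), 9 of 64 UDP-glucuronosyl transferase genes rose and 5 fell (11 and 7 over the list alone, camera adjusted p = 0.19), 5 of 73 cytochrome P450 genes rose and 5 fell (7 and 7 over the list alone, camera adjusted p = 0.34), 5 of 92 molting and hedgehog-related genes rose and 4 fell, also over the list alone (camera adjusted p = 0.45), 3 of 15 male genes fell (6 over the list alone, camera adjusted p = 0.0052, adjusted p = 0.62 with an estimated correlation, and 0.051 at the preset correlation without nth-1 replicate 3) and 1 of 22 dauer and L1 arrest genes rose, also over the list alone (camera adjusted p = 0.76). With the batch as a block in nth-1, 2 collagen genes rose and 1 fell (median -0.12, camera adjusted p = 0.88), 2 transferase genes rose, and limma called 0 cytochrome P450 genes (4 up and 10 down at an unadjusted p under 0.05), 0 molting genes (2 up and 3 down unadjusted), 0 male genes (2 down unadjusted, camera adjusted p = 0.57) and 0 dauer genes (0 unadjusted). In nth-1;xpa-1, 1 of 32 other sperm genes rose and 1 fell (1 up over the list alone, median 0.44, camera adjusted p = 0.021, adjusted p = 0.55 with an estimated correlation, and 0.069 at the preset correlation without N2 replicate 2), and 1 of 75 ribosomal protein genes fell, though the list median was 0.08, above 0 (camera adjusted p = 0.021, adjusted p = 0.54 with an estimated correlation, and 0.13 at the preset correlation without N2 replicate 2). In nth-1;xpa-1 with the batch as a block, 2 other sperm genes rose, and limma called 0 ribosomal protein genes, with 4 up and 1 down at an unadjusted p under 0.05 (median 0.08). For 23 major sperm protein genes limma called 0 in each mutant, with 0 at an unadjusted p under 0.05, and the medians were 0.10, -0.30 and 0.49 in nth-1, xpa-1 and the double mutant. With the batch as a block limma also called 0, with 8 and 9 down at an unadjusted p under 0.05 in nth-1 and xpa-1 (medians -1.44 and -1.07, camera adjusted p = 2e-07 and 2.1e-05, adjusted p = 0.94 and 0.57 with an estimated correlation), and within the batch of 5 arrays 23 rose in nth-1;xpa-1 and 22 fell in xpa-1, which has 1 array there. The xpa-1 median was -1.07 in replicate 1 and 0.45 in replicate 2, so the values with the block rest on an array that its replicate does not match. Of 13 vitamin B12-dependent and propionate shunt enzyme genes 3 rose in each single mutant (7 up and 1 down over the list alone in nth-1), with medians of 0.60 and 0.68.

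The heme genes hrg-1, hrg-3, hrg-4 and hrg-7 rose in nth-1 by 3.41, 3.25, 3.20 and 3.04 (adjusted p = 0.00041, 0.00061, 1e-04 and 1.7e-05 from limma), and with the batch as a block were at 2.35, 2.67, 3.16 and 2.86 (adjusted p = 0.032, 0.11, 0.032 and 0.011). Lower iron in the single mutants might raise them, which would also raise the iron transporter gene smf-3 and lower the ferritin genes ftn-1 and ftn-2. For smf-3 the difference from N2 was 0.38 in nth-1 (standard error 0.39, adjusted p = 0.57) and -0.38 in xpa-1 (standard error 0.42, adjusted p = 0.61). In nth-1 and xpa-1 ftn-1 fell by 1.88 and 1.80 (adjusted p = 0.0081 and 0.015 from limma). The gene ftn-2 was at -0.67 and -0.66 (adjusted p = 0.18 and 0.22), and at -0.55 in nth-1;xpa-1. These values go both ways and neither bear lower iron out nor rule it out.

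Expression of mks-6, which encodes a protein of the ciliary transition zone and lies next to xpa-1 in WBcel235, rose in xpa-1 by 4.21 (standard error 0.22, adjusted p = 8.9e-05 from limma) and in nth-1;xpa-1 by 3.20 (standard error 0.22, adjusted p = 0.00035), and was at -0.08 in nth-1 (adjusted p = 0.85). It passed whichever array was left out (highest adjusted p 0.0037 and 0.011), and was at 4.44 in xpa-1 with the batch as a block. Of 13 probe sets that rose by more than 3 in xpa-1 and 13 in nth-1;xpa-1, 1 is in both, and this 1 belongs to a gene adjacent to the deletion. This is consistent with an effect of the deletion on the adjacent gene, and a difference of background linked to xpa-1 could give the same value.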
